# Constitutive activation of cellular immunity underlies the evolution of resistance to infection in *Drosophila*

**DOI:** 10.7554/eLife.59095

**Published:** 2020-12-24

**Authors:** Alexandre B Leitão, Ramesh Arunkumar, Jonathan P Day, Emma M Geldman, Ismaël Morin-Poulard, Michèle Crozatier, Francis M Jiggins

**Keywords:** parasitoid, cellular immunity, hemocytes, experimental evolution, constitutive immunity, induced immunity, *D. melanogaster*

## Abstract

Organisms rely on inducible and constitutive immune defences to combat infection. Constitutive immunity enables a rapid response to infection but may carry a cost for uninfected individuals, leading to the prediction that it will be favoured when infection rates are high. When we exposed populations of *Drosophila melanogaster* to intense parasitism by the parasitoid wasp *Leptopilina boulardi,* they evolved resistance by developing a more reactive cellular immune response. Using single-cell RNA sequencing, we found that immune-inducible genes had become constitutively upregulated. This was the result of resistant larvae differentiating precursors of specialized immune cells called lamellocytes that were previously only produced after infection. Therefore, populations evolved resistance by genetically hard-wiring the first steps of an induced immune response to become constitutive.

## Introduction

A fundamental division within immune systems is between induced and constitutive immune defences. Constitutive immunity is always active, even in the absence of infection. For example, uninfected individuals produce natural antibodies (Savage et al., 2017), immune cells, and antimicrobial peptides (AMPs) (Lemaitre and Hoffmann, 2007). In contrast, induced immune responses are triggered after infection, which frequently involve amplifying existing constitutive factors. This can include immune cells proliferating and differentiating, and the massive upregulation of AMPs and cytotoxic molecules (Lemaitre and Hoffmann, 2007). Constitutive immunity is fast, allowing hosts to avoid becoming infected altogether or to rapidly clear infections. However, immune defences can be costly, diverting limited resources from other fitness-related traits (Bajgar et al., 2015) or damaging the host through immunopathology (Graham et al., 2005; Sadd and Siva-Jothy, 2006). While induced immune responses only incur these costs after infection, they are always present for constitutive immunity, even in the absence of infection. This trade-off between speed and cost is predicted to govern the allocation of host investment into constitutive and induced immunity (Boots and Best, 2018; Shudo and Iwasa, 2001). Theoretical models predict that the key parameter determining which type of defence should be favoured is the frequency that hosts are exposed to infection—more frequent exposure favours constitutive defences (Shudo and Iwasa, 2001). In support of this, bacteria tend to evolve phage resistance by altering surface receptors when exposure is high and rely on induced CRISPR-Cas immunity when exposure is low (Westra et al., 2015). However, despite there being variation in the extent of constitutive vs induced immunity within populations (Jent et al., 2019), to our knowledge the key prediction that high rates of parasitism lead to induced immune responses becoming constitutively expressed has not been demonstrated.

To investigate these questions, we examined how the constitutive and induced cellular immune defences of *Drosophila melanogaster* evolve under high parasite pressure. Cellular immunity in *D. melanogaster* involves blood cells called hemocytes, which play the equivalent role to leukocytes in vertebrates. In uninfected larvae, there are two morphological and functional classes of hemocytes. Plasmatocytes constitute the majority of cells and have diverse functions including phagocytosis and AMP production (Honti et al., 2014). Crystal cells are a less abundant specialized cell type that produces the prophenoloxidase molecules PPO1 and PPO2, which are processed into enzymes required for the melanization of parasites and wound healing (Dudzic et al., 2015). Infection can trigger an induced response, where these cell types proliferate, and cells called lamellocytes differentiate from circulating plasmatocytes, and prohemocytes and plasmatocytes in the lymph gland (Cho et al., 2020; Honti et al., 2014). Lamellocytes are large flat cells with a specialised role in encapsulating and killing large parasites like parasitic wasps (parasitoids). When a parasitoid lays its egg into *D. melanogaster* larvae, plasmatocytes adhere to the egg. Then, as lamellocytes differentiate they create additional cellular layers known as a ‘capsule’. Finally, the capsule is melanised by the activity of phenoloxidases produced in crystal cells and lamellocytes (Dudzic et al., 2015). The melanin physically encases the parasitoid and toxic by-products of the melanisation reaction likely contribute to parasite killing (Nappi et al., 2009).

There is substantial genetic variation in susceptibility to parasitoid infection within *D. melanogaster* populations (Kraaijeveld and Godfray, 1999), and this is associated with an increase in the number of circulating hemocytes (Kraaijeveld et al., 2001; McGonigle et al., 2017). Here, we used a combination of experimental evolution with physiological assays and single-cell RNA sequencing to examine how a high rate of parasitism by the parasitoid wasp *L. boulardi* affects constitutive and induced immune defences.

## Results

### The evolution of resistance is associated with a more reactive immune response

To investigate the evolution of the cellular immune response, we allowed genetically diverse populations of *D. melanogaster* to evolve under intense levels of parasitism. We established an outbred population from 377 wild-caught *D. melanogaster* females, and used this to find six experimental populations that were maintained at population sizes of 200 flies. In three of these populations, larvae were infected every generation, and flies that survived by encapsulating and melanising the wasp were used to establish the next generation (Figure 1A, High Parasitism populations). The other three populations were maintained in the same conditions but without infection (Figure 1A, no parasitism populations). In line with previous studies (Fellowes et al., 1998; McGonigle et al., 2017), the high parasitism populations increased in resistance over the generations (Figure 1B, Selection regime x Generation: χ^2^ = 91.41, d.f. = 1, p<10^−15^). After 33 generations, a mean of 76% of flies survived infection in the high parasitism populations, compared to 10% in the no parasitism controls.

**Figure 1.**
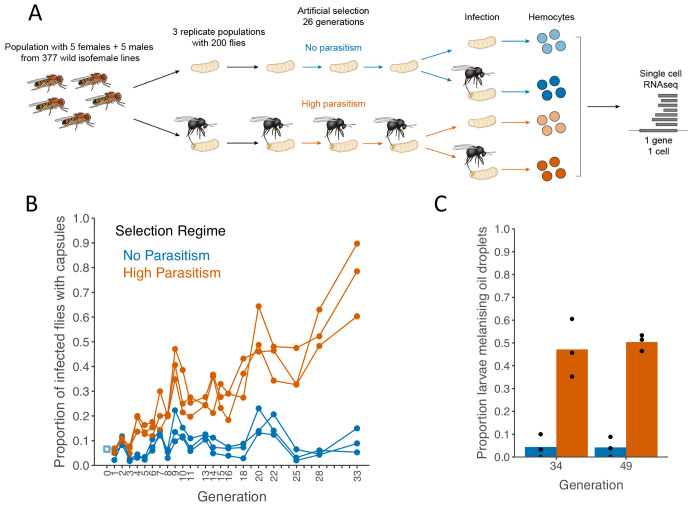
Encapsulation rate during selection for parasitoid resistance. (**A**) Schematic of the experiment (**B**) The proportion of infected larvae that gave rise to adult flies with visible capsules. An outbred population of *D. melanogaster* (source, blue square) was used to create six populations that were parasitized every generation with *L. boulardi* (high parasitism, orange) or maintained without infection (no parasitism, blue). (**C**) Proportion of larvae encapsulating oil droplets at generations 33 and 49. Dots represent the proportion calculated from 15 to 40 injected larvae in triplicate populations from each selection regime. Bar heights represent the mean per selection regime. Figure 1—source data 1.Encapsulation rate during selection for parasitoid resistance.

As populations evolved resistance, they melanised parasitoids at a higher rate (Figure 1B). This could result from increased activity of the encapsulation immune response, or because the flies are evolving to escape the effects of immunosuppressive molecules produced by the parasite. To distinguish these possibilities, we measured the ability of each population to react to an inert object. When a small volume of paraffin oil is injected into the larval haemocoel, it remains as a sphere and can be encapsulated (Havard et al., 2009). Populations that evolved without parasitism show a very limited reaction to the oil droplets (Figure 1C). In contrast, approximately half of larvae from selected populations encapsulate the oil droplet (Figure 1C; Selection Regime: χ^2^ = 73.35, d.f = 1, p=2×10^−16^). Therefore, high levels of parasitism led to the cellular immune system evolving a more active encapsulation response.

### Constitutive upregulation of immune-induced genes

Underlying induced immune responses are transcriptional responses to infection, so we examined how the hemocyte transcriptome altered in populations that evolved under high levels of parasitism. We harvested circulating hemocytes from *Drosophila* larvae and sequenced the transcriptomes of individual cells using the 10X Genomics platform. 

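Hemocytes were pooled from larvae of 3 populations that had evolved without parasitoids (no parasitism) and 3 that had evolved under exposure to Leptopilina boulardi (high parasitism), each either uninfected or 48 h after infection, and the 12 pools gave 12 libraries. Infected and uninfected libraries with the same replicate number and selection regime came from the same population, which makes 6 populations. The paper used the 8 libraries of replicates 1 and 3. For every library the authors deposited the number of unique molecular identifiers (UMIs), which count captured RNA molecules, for each gene and barcode, as Cell Ranger wrote them and without normalization. These counts come to between 507745 and 27443893 UMIs per library, and to between 3513466 and 27443893 in the 8 libraries the paper used.

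Barcodes were ranked by their UMIs, and in each of the 8 libraries as many were taken as Supplementary file 3 gives cells for it, 25368 in all. Cells with more than 250 and fewer than 2500 detected genes and at least 1 UMI of He or srp were kept, as in the paper's methods: 306 cells fell outside the limits and 4978 had neither transcript, which left 20084. Each library kept between 816 and 3568 cells, which held between 1250651 and 14792017 UMIs. Cell types are the cluster names in the authors' deposited table of 19344 cells. That table gives no library for a cell, so its barcodes were matched to the libraries, and 19334 were found as a called cell in exactly 1 of them.

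For each library the UMIs of its kept cells were summed by gene. CPM are UMIs scaled to the total of the library, or of the cluster in a library. TMM CPM are scaled to that total times edgeR's TMM factor, and so is the average behind a limit of 16 CPM. The 4 groups were compared with edgeR's quasi-likelihood test on these sums with TMM normalization, with the library as the replicate and 7994 genes that passed the filter for low counts. A gene is called changed at a Benjamini-Hochberg adjusted p under 0.05. The standard error given with an edgeR fold change was derived from the test. It is the size of the log2 fold change divided by the square root of the F statistic. Infection was tested as infected minus uninfected larvae of a regime, and selection as high minus no parasitism in uninfected larvae. With 2 libraries per group no exact permutation test of group shares can go below p = 0.333 (two-sided), so differences between shares are described by their size and by the libraries' spread. The free RNA captured with each cell was not removed. Of the deposited columns that each hold the counts of 1 sample, 0 went unused.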

Initially, we pooled and jointly analysed RNAseq reads sequenced from all cells, effectively treating them as ‘bulk’ RNAseq data. This allowed us to investigate global changes in hemocyte gene expression following infection and adaptation to high rates of parasitism (Figure 2A).

**Figure 2.**
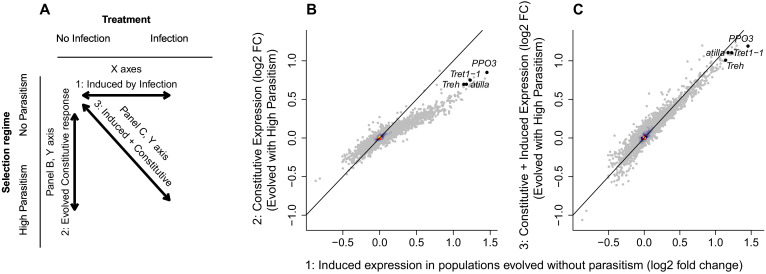
Changes in gene expression following selection for resistance and parasitoid infection. (**A**) Summary of the comparisons shown in the other panels. (**B**) The change in gene expression following infection in populations maintained without parasitoid infection (x axis) compared to the constitutive gene expression following 26 generations of selection for resistance to the parasitoid wasp *L. boulardi* (y axis). (**C**) The change in gene expression following infection in populations maintained without parasitoid infection (x axis) compared to the combined induced and constitutive change in gene expression following selection for resistance and infection (y axis). The black diagonals indicate the 1:1 line. The genes *atilla*, *PPO3*, *Trehalase* and *Tret1-1* are highlighted. Colour represents the density of overlain points. Relative expression is expressed as log_2_(fold change). Figure 2—source data 1.Log2 fold change in gene expression following selection and/or infection with parasitoid wasp *L.boulardi*.

**Figure 2—figure supplement 1.**
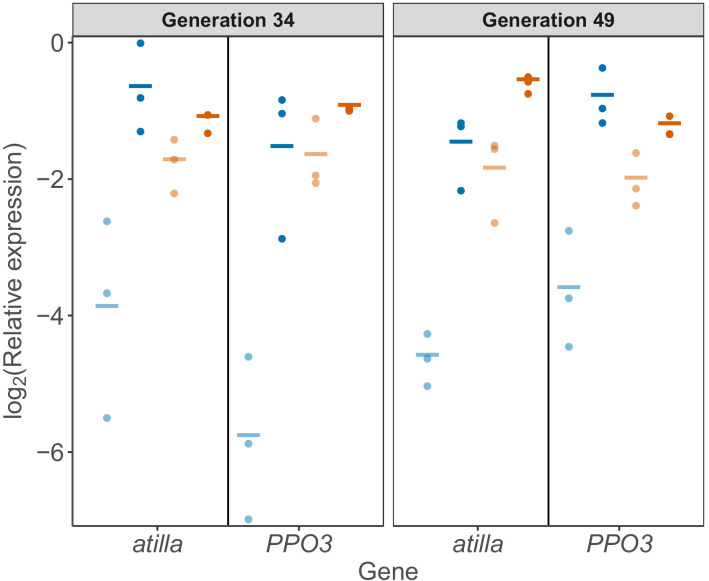
Gene expression in circulating hemocytes measured by qPCR. *atilla* and *PPO3* expression normalized by the housekeeping gene RpL32 in populations evolved under no parasitism (blue) or high parasitism (orange). Hemocyte samples for RNA extraction were collected from 50 to 70 larvae 24-hr post infection (dark colours) and from larvae with no infection (light colours). Each dot represents the average ΔCt of two biological replicas per population and lines represent the average per selection regime. *atilla*, Selection regime x Treatment: χ2 = 15.45, d.f = 1, p=8.49×10^−5^; *PPO3*, Selection regime x Treatment: χ2 = 17.64, d.f = 1, p=2.67×10^−5^. Figure 2—figure supplement 1—source data 1.Gene expression in circulating hemocytes measured by qPCR.

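In the no parasitism populations, 0 of 7994 genes were called changed between infected and uninfected larvae by edgeR (2 libraries per group, adjusted p under 0.05), while 1059 had an unadjusted p under 0.05. DESeq2, on the same sums, called 297 genes, of which 215 rose and 82 fell. The count moved most without the filter for low counts, to 530 genes, where simulated libraries without any change gave a median of 5 calls and at most 15. Blocking on the population, which pairs each infected library with the uninfected library of its population, gave 124 calls, and blocking on the replicate number gave 4. When the infected library of replicate 3 was left out, 4 genes were called, and 1 when either infected high parasitism library was. In simulated data with this design, the test recovered 3% of genes changed 2-fold and 74% of genes changed 4-fold among 7775 genes tested.

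The lamellocyte marker atilla (FBgn0032422) lies on chromosome 2L of BDGP6 from 12175451 to 12177886, overlapping bru1 on the opposite strand. Its level was 4348 ± 792 TMM CPM (SD, n = 2 libraries) in infected and 1527 ± 260 TMM CPM (SD, n = 2) in uninfected larvae, a log2 fold change of 1.51 (standard error 0.31, adjusted p = 0.202 from edgeR with Benjamini-Hochberg adjustment). The lamellocyte effector PPO3 (FBgn0261363, chromosome 2R from 23064769 to 23067183) rose from 509 ± 111 to 1636 ± 483 TMM CPM (SD, n = 2 each), a log2 fold change of 1.68 (standard error 0.56, adjusted p = 0.28 from edgeR with the same adjustment). DESeq2 called both genes, and the block on the population called atilla (log2 fold change 1.51, adjusted p = 0.0337 from edgeR). With all 12 libraries the log2 fold changes were 0.28 for atilla and 0.67 for PPO3. The 2 no parasitism libraries that this adds may have exchanged labels. The one labelled infected kept only 26 cells, so these values decide little. In replicates 1 and 3 every infected library was above every uninfected one for both. Chance leaves the groups without overlap, in one direction or the other, for 33.3% of genes with 2 libraries against 2.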

Forty-eight hours after flies were infected with parasitoid wasps there was a strong transcriptional response to infection (Figure 2B–C). Strikingly, when flies adapted to high parasitism conditions they showed similar transcriptional changes, even when uninfected. This can be seen by comparing the induced changes in gene expression that occur after infection to the constitutive changes in gene expression that occur after adapting to high rates of parasitism (Figure 2B and ). 

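Between uninfected larvae of the high and no parasitism populations, edgeR called 0 of 7994 genes changed at an adjusted p under 0.05, and 448 had an unadjusted p under 0.05. DESeq2 called 50 genes. Without the filter for low counts 150 were called, where libraries simulated without a change gave a median of 6. Leaving out the uninfected high parasitism library of replicate 3 raised the count to 33. It was 2 without the infected no parasitism library of replicate 1 and 1 without either infected high parasitism library. The simulated recovery for this comparison was 6% of 2-fold and 80% of 4-fold changes over 7792 genes.

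atilla stood at 2983 ± 1131 TMM CPM (SD, n = 2) in uninfected high parasitism larvae, a log2 fold change of 0.97 over uninfected no parasitism larvae (standard error 0.31, adjusted p = 0.762 from edgeR with Benjamini-Hochberg adjustment). It was 0.53 without the uninfected high parasitism library of replicate 1. PPO3 stood at 2816 ± 2380 TMM CPM (SD, n = 2), a log2 fold change of 2.47 (standard error 0.57, adjusted p = 0.501 from the same test). The uninfected high parasitism library of replicate 1 set this size, since without it the log2 fold change of PPO3 was 1.17. Without that of replicate 3 it was 3.11, and PPO3 was called. DESeq2 called PPO3 for selection, but not atilla. With all 12 libraries the log2 fold change for selection was 0.09 for atilla and 1.89 for PPO3. These values include the uninfected no parasitism library of replicate 2, whose label may be exchanged with that of its infected partner.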

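The induced change is the log2 fold change after infection in the no parasitism populations, and the constitutive change that between uninfected high and no parasitism larvae. Across the 4270 genes with an average of at least 16 CPM, the slope of the constitutive on the induced change was 0.556 (Pearson's r = 0.712 across genes, which are not independent replicates). Both changes are measured from the same uninfected no parasitism libraries, which alone makes them similar: in 50 simulations without any change in infected or selected larvae, the slope had a median of 0.522 and a maximum of 0.579, so that the slope found lies within their range, and r a median of 0.522 and a maximum of 0.564. Over all 7994 genes tested the slope was 0.337 and r 0.428, below the simulated medians of 0.580 and 0.588.

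The slope differed between the replicates. In replicate 1 it was 0.947 over 4248 genes, and 0.933 when replicate 3 served as the uninfected no parasitism control. In replicate 3 it was 0.300, and 0.442 with the control of replicate 1. When the uninfected high parasitism library of replicate 1 was left out, the slope over genes of at least 16 CPM was 0.310, and without that of replicate 3 it was 0.786. Where the induced change was taken from replicate 1 and the constitutive change from replicate 3, so that no library was shared, 925 of 1322 genes with at least a 50% change had the same direction in both. In the opposite arrangement 1772 of 2282 genes had it.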

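The test described for the libraries called 0 genes for infection or selection, so the direction of change was counted in 3 other ways. Of 1322 genes with at least 16 CPM on average and at least a 50% change after infection or selection, 1251 (94.6%) had the same direction in both, without a test on the single gene. Simulated groups without a change, measured from the same uninfected libraries, gave a median of 1064.5 such genes with 83.3% in the same direction (highest 85.9%). Leaving out the uninfected high parasitism library of replicate 1 lowered the share with the same direction to 81.0%.

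Of 321 genes that DESeq2 called for infection or selection with at least a 50% change, 307 had the same direction. Simulated groups without a change gave a median of 8 such genes (at most 22) with a median of 100% in the same direction, so that this share alone is no evidence of agreement. Fold changes were also taken over all cells of a group pooled, without regard to the library, as the mean of normalized UMIs with a pseudocount of 1. Of 319 genes with at least a 50% change by this measure 311 (97.5%) changed in the same direction, 233 upward and 78 downward. The simulated groups gave a median of 119 genes by this measure, with 88.6% in the same direction (highest 94.3%).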

Taking the 173 genes that had at least a 50% change in transcript levels after infection or selection, in every case the direction of change was the same after infection and adaptation to high parasitism (Figure 2B). These genes were enriched for biological roles such as cytoskeletal organization and cell adhesion (Supplementary file 1). 

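Supplementary file 1 lists 34 genes under cytoskeleton organization and 16 under cell adhesion. All 33 of the cytoskeleton genes that could be tested had a higher level after infection in the no parasitism populations (median log2 fold change 1.16) and in uninfected high parasitism larvae (median 0.76). Of the 16 cell adhesion genes, all rose after infection (median 1.31) and 15 rose with selection (median 0.72). In the high parasitism populations the medians after infection were 0.20 for cytoskeleton organization and 0.23 for cell adhesion. The paper chose the lists from the genes that changed in these same libraries, so their direction is no independent evidence. From these genes and from quantitative PCR of atilla and PPO3, the paper concludes that the induced response to infection has in part become genetically hard-wired and constitutive.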

We verified that the evolved response mimicked the induced response by using quantitative PCR (qPCR) to measure the expression of the lamellocyte marker *atilla* and the anti-parasitoid effector gene *PPO3* (Figure 2—figure supplement 1). Again, we found that high rates of parasitism led to these immune-induced genes becoming constitutively upregulated. Therefore, as populations evolved resistance, the induced transcriptional response to infection has become in part genetically hard-wired and constitutive.

We took the same approach to examine how the induced transcriptional response to infection changed as populations evolved resistance. We found that the transcriptional response to infection involved the same genes in the different populations (Figure 2B vs 2C). However, the magnitude of the changes in gene expression was substantially less in populations that had evolved under high parasite pressure (Figure 2B vs 2C). Therefore, the increase in constitutive gene expression has been matched by a decrease in induced expression. 

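Infection of the high parasitism populations gave 0 called genes among 7994 in edgeR at an adjusted p under 0.05, with 407 at an unadjusted p under 0.05. DESeq2 called 52 genes, and the fit blocked on population called 58 and that blocked on the replicate number 17. Leaving out the infected no parasitism library of replicate 1 or that of replicate 3, which only help to set the spread, gave 12 calls each, and without the infected high parasitism library of replicate 3 there were 2. Simulated changes of 2-fold and 4-fold were recovered in 8% and 75% of cases over 7774 genes.

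Of the 1206 genes with at least 16 CPM and at least a 50% change after infection in the no parasitism populations, 881 changed in the same direction after infection in the high parasitism populations. No library is shared between these comparisons. Over pooled cells, 267 of 296 genes with at least a 50% change did.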

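The change after infection was smaller in the high than in the no parasitism populations for 1110 of 1206 genes with at least 16 CPM and a 50% change in the latter, and over pooled cells for 283 of 296 genes. Genes picked for a large change in some libraries tend to show a smaller one in others. The slope of the high on the no parasitism change over all genes of at least 16 CPM was 0.377. It was 0.166 without the infected no parasitism library of replicate 1, 0.145 without the uninfected high parasitism library of replicate 3, and 0.627 without that of replicate 1. With genes chosen and measured in different replicates, the slope was 0.637 for genes chosen in replicate 1 and 0.185 for genes chosen in replicate 3. The difference between the infection responses was itself tested: edgeR called 0 genes (adjusted p under 0.05), with 233 at an unadjusted p under 0.05, and DESeq2 also called 0.

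atilla was at 3489 ± 1.13 TMM CPM (SD, n = 2) in infected high parasitism larvae, a log2 fold change of 0.23 over uninfected larvae of the same populations (standard error 0.30, adjusted p = 0.999 from edgeR with Benjamini-Hochberg adjustment). Its infection response differed from that of the no parasitism populations by a log2 fold change of -1.28 (unadjusted p = 0.0165 and adjusted p = 1 from edgeR, 1 of 7994 genes tested). Without the uninfected high parasitism library of replicate 3, the change of atilla reversed to -0.10, and without that of replicate 1 it was 0.70. PPO3 was at 2211 ± 107 TMM CPM (SD, n = 2), a log2 fold change of -0.35 (standard error 0.54, adjusted p = 0.999 from the same test). For PPO3 the uninfected library of replicate 1 decided the direction, since without it the log2 fold change was 0.99, against -1.003 without that of replicate 3. The difference between the regimes in the response of PPO3 was -2.03 (unadjusted p = 0.0286 from edgeR).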

Again, this was verified by qPCR (Figure 2—figure supplement 1). This is consistent with there being a ‘maximum’ level of expression of these genes, so an increase in constitutive gene expression will lead to a decrease in induced expression. 

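Infected high parasitism larvae were first compared with uninfected no parasitism larvae, which adds the constitutive and induced changes. edgeR called 48 of 7994 genes (20 up, 28 down) at an adjusted p under 0.05, and 1143 had an unadjusted p under 0.05. DESeq2 called 341, and edgeR with the replicate number as a block 201. Single libraries decided the count, which was 0 without the uninfected no parasitism library of replicate 1 or of replicate 3, and 231 and 201 without the uninfected high parasitism libraries of replicates 1 and 3. It was 5 and 11 without the infected high parasitism libraries of replicates 1 and 3, and 93 and 87 without the infected no parasitism ones. Over genes of at least 16 CPM the slope of this combined change on the induced change of the no parasitism populations was 0.932 (r = 0.827 across genes), both being measured from the same uninfected libraries. Over pooled cells the slope was 1.07. How much of either slope comes from the shared libraries was not simulated, so neither is evidence of agreement on its own. atilla had a combined log2 fold change of 1.19 (standard error 0.31, adjusted p = 0.146 from edgeR with Benjamini-Hochberg adjustment) and PPO3 of 2.12 (standard error 0.56, adjusted p = 0.153). Without the uninfected high parasitism library of replicate 1 both were called (1.23 and 2.15), and without that of replicate 3 PPO3 was (2.11). With all 12 libraries, among them the uninfected no parasitism library whose label may be exchanged, they were at 0.24 and 1.48. Neither was called there.

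Among the called genes of at least 16 CPM with the same sign in both replicates, 35 in all, the largest rises were those of Peritrophin-A (FBgn0022770, log2 fold change 8.90, standard error 1.13, adjusted p = 0.0268 from edgeR), IBIN (FBgn0265577, 5.63, standard error 0.83, adjusted p = 0.0353 from edgeR) and DptB (FBgn0034407, 5.52, standard error 0.93, adjusted p = 0.0483 from edgeR). These 3 had few UMIs in uninfected no parasitism larvae: 1, 6 and 11 UMIs, against 1324, 784 and 1800 in infected high parasitism larvae. For Peritrophin-A the ratio of summed CPM was 470, with a 95% counting interval of 84.2 to 18581. The infected library of the other high parasitism population had 0.447 CPM of Peritrophin-A, and IBIN was in none of the 8 libraries more than 0.361 times as high in cells as in near-empty droplets. DptB overlaps CG43109. The largest falls were those of CG34331 (FBgn0085360, -3.78, standard error 0.35, adjusted p = 0.00712 from edgeR), Nepl20 (FBgn0039613, -3.63, standard error 0.40, adjusted p = 0.0162 from edgeR) and CG17109 (FBgn0039051, -3.35, standard error 0.47, adjusted p = 0.0339 from edgeR). Nepl20 overlaps CG33203, and CG17109 overlaps Cow. No fold change of the 6 reversed with any library left out, but each lost its call without either uninfected no parasitism library. IBIN, DptB and Nepl20 also lost it without either infected high parasitism library, CG34331 without that of replicate 1 and CG17109 without that of replicate 3. In these fits the log2 fold changes lay between 7.64 and 12.16 for Peritrophin-A, 5.14 and 11.31 for IBIN, 4.27 and 6.41 for DptB, -3.97 and -3.53 for CG34331, -3.76 and -3.39 for Nepl20, and -4.26 and -2.71 for CG17109.

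Infected larvae of the 2 regimes differed in 1 called gene (254 at an unadjusted p under 0.05; DESeq2 called 10 and edgeR with the replicate number as a block 2), and the simulated recovery was 5% of 2-fold and 77% of 4-fold changes over 7800 genes. The gene, NaPi-III (FBgn0260795, chromosome 3L from 11123348 to 11134663, overlapping another gene on its strand), had 26.5 ± 1.24 TMM CPM (SD, n = 2) in infected high parasitism and 3.07 ± 0.837 TMM CPM (SD, n = 2) in infected no parasitism larvae, a log2 fold change of 3.05 (standard error 0.30, adjusted p = 0.0402 from edgeR). It was chosen after its values were seen, and it was called in none of the fits with 1 library left out, where its log2 fold change lay between 2.82 and 3.46. From the similar transcriptomes after infection, the paper concludes that an induced response has become genetically fixed, as opposed to selection leading to a greater total response.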

In support of this, combining the constitutive and induced changes in gene expression, the hemocyte transcriptome after infection is similar in the populations that evolved under high levels of parasitism and the controls (Figure 2C). Therefore, an induced response has become genetically fixed, as opposed to selection leading to a greater total response.

### scRNA-seq reveals novel hemocyte types

The global changes in hemocyte transcriptomes could result from a change in the relative proportion of cell types in the hemocyte population, or from a shift in gene expression within existing cell types. We therefore used the same data analysed above but investigated gene expression within individual cells. The three classical *Drosophila* hemocyte types were originally defined morphologically, but emerging single-cell transcriptomic data suggests that *Drosophila* hemocyte populations are more complex than this (Cattenoz et al., 2020; Cho et al., 2020; Fu et al., 2020; Tattikota et al., 2020). 

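The authors' table of raw UMI counts carries 8 cluster names, PLASM1, PLASM2, LAM1, LAM2, LAM3, CC, AMP and MET. Of the cells matched to a library by barcode, 15026 had the same counts in the table and in the library for every gene of the table, and 4308 differed, by a median of 1 UMI and at most 81. In all, 5 barcodes were called as a cell in no library and 5 in more than 1, and these 10 cells were left out of values by library. Of the cells kept by the filters on the 8 libraries, 19328 are in the authors' table. When the 8 libraries were instead integrated and clustered again with Seurat at the paper's resolution of 0.3, a cluster took the name that more of its cells have in the authors' table than any other. The cluster named LAM1 then held only 43.3% LAM1 cells and the cluster named AMP 54.1% AMP cells, and no cluster took the name MET, so that these 3 classes depend on the clustering.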

Excluding cells that did not express the pan-hemocyte markers *Hemese* or *Serpent* (Banerjee et al., 2019; Bernardoni et al., 1997), we grouped 19,344 larval hemocytes into nine clusters based on their transcriptomes (Figure 3A). 

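All 8 clusters held cells in each of the 4 groups. The smallest numbers were 28 AMP cells in uninfected high parasitism larvae, 39 MET cells in infected no parasitism and 40 in infected high parasitism larvae, and 41 cells each of LAM1 and AMP in uninfected no parasitism larvae. LAM3, the cluster with the highest atilla level, held 195 cells in uninfected no parasitism larvae, 1195 in infected no parasitism larvae, 493 in uninfected high parasitism larvae and 1116 in infected high parasitism larvae. The median cell had 2837 UMIs in AMP, 3019 in CC, 3020.5 in LAM1, 3100.5 in LAM2, 4289 in LAM3, 2227 in MET, 2458 in PLASM1 and 2116 in PLASM2. As many cells as the loading rate would give doublets were marked as possible doublets from their Scrublet score, and these made up between 0.707% (MET) and 4.59% (AMP) of a cluster.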

Neither infection nor selection leads to the appearance of new cell states (Figure 3B).

**Figure 3.**
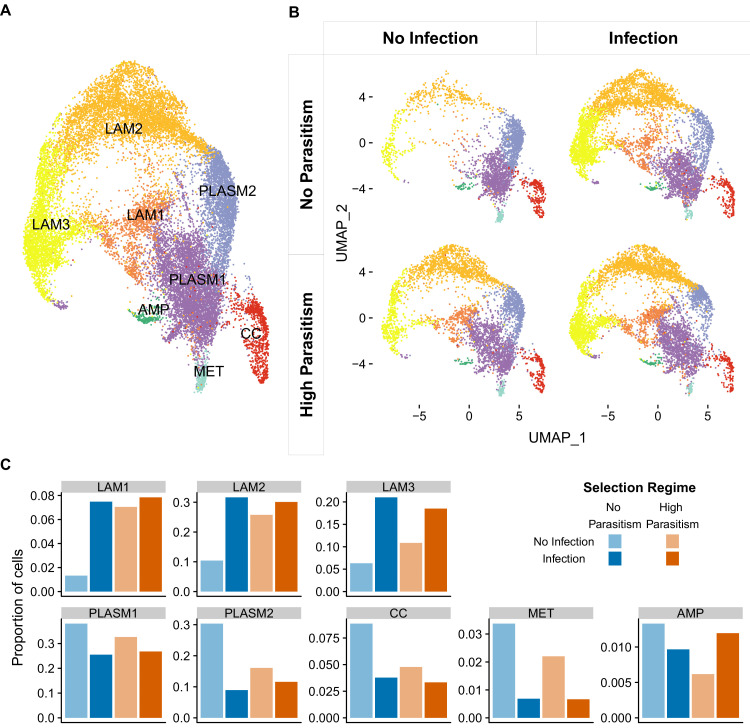
Cell states of *Drosophila melanogaster* larval hemocytes. Two-dimensional UMAP projections and cell state classification. (**A**) All 19,344 cells combined. PLASM: plasmatocytes; MET: metabolic plasmatocyte cluster; AMP: antimicrobial peptide plasmatocyte cluster; LAM: lamellocytes; CC: crystal cells. (**B**) Cells from populations that had undergone 26 generations of selection with no parasitism (top panels) or high parasitism (bottom panels), and were either uninfected (left panels) or 48 hr post infection (right panels). 64–333 million reads were sequenced in each of the eight 10X libraries that we generated (Supplementary file 3). The number of cells detected per library ranged from 787 to 3463 (Figure 3—figure supplement 4). (**C**) Proportion of different cell states after infection and selection.

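After the match by barcode, the authors' table held 3461 cells of infected and 787 of uninfected no parasitism larvae in replicate 1, and 2225 and 2296 in replicate 3. For the high parasitism populations it held 2677 infected and 1669 uninfected cells in replicate 1, and 3350 and 2869 in replicate 3. The depth per cell differed between libraries. The median kept cell of replicate 1 had 3615 UMIs in infected and 1039.5 in uninfected no parasitism larvae, and 4260 and 3858 in infected and uninfected high parasitism larvae. In replicate 3 the medians were 1496 and 2164 in no parasitism, and 2030 and 2787 in high parasitism larvae. The smallest and shallowest of the 8 libraries is therefore 1 of the 2 uninfected no parasitism libraries, from which both the induced and the constitutive changes are measured.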

**Figure 3—figure supplement 1.**
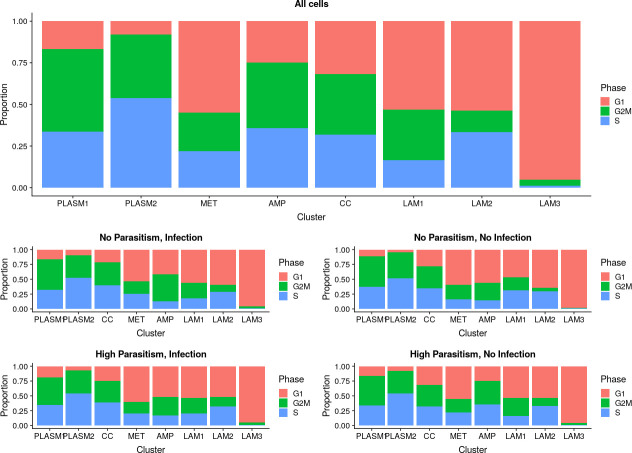
Proportions of cells in G1, G2M, and S phase in the plasmatocyte, lamellocyte, and crystal cell clusters.

**Figure 3—figure supplement 2.**
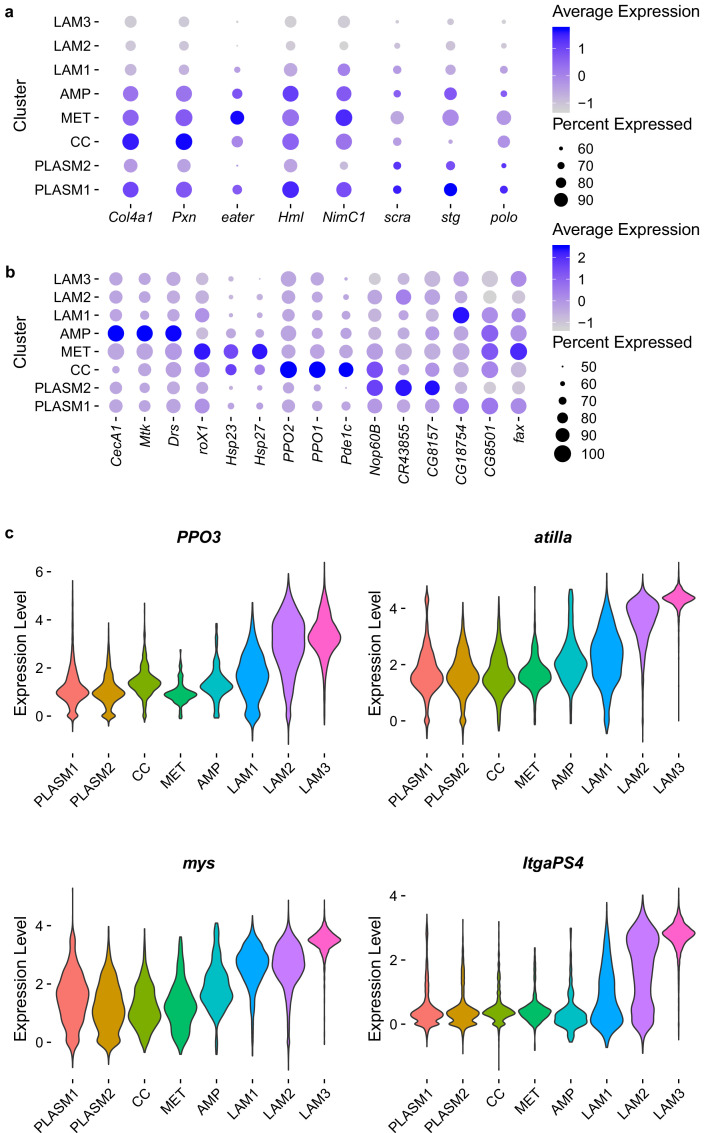
Expression levels (log_e_) of marker genes. (**A**) Relative level of expression of described plasmatocyte and cell cycle genes and (**B**) Relative level of expression most significant marker genes for the plasmatocyte and crystal cell clusters. The MAST test statistic was used to identify significantly upregulated markers in each cluster comparing the cluster of interest with cells in all other clusters. Percent of cells expressing genes are indicated by circle size. (**C**) Distribution of gene expression levels for described lamellocyte genes grouped by cluster identities.

**Figure 3—figure supplement 3.**
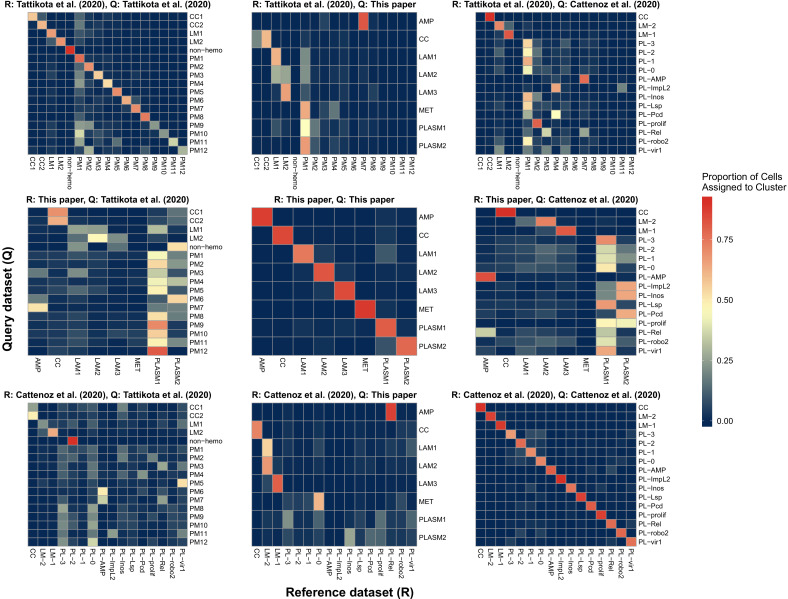
Comparison of scRNA-seq data sets from this paper to those from two previously published studies (Cattenoz et al., 2020; Tattikota et al., 2020). A reference-based label transfer was used to predict cell cluster identity in the query data set. The scale bar indicates the proportion of cells in query clusters (y axis) that are predicted to belong to a given reference cluster (x axis).

**Figure 3—figure supplement 4.**
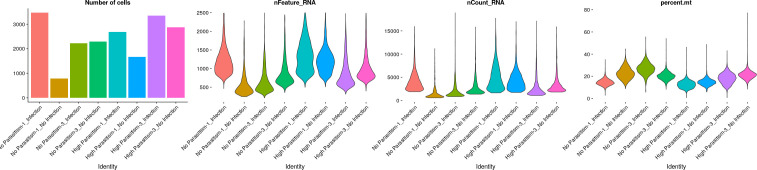
Number of cells and genes detected, unique molecular identifier count and percent mitochondrial gene expression per cell grouped by sample. HP: high parasitism, NP: No parasitism, I: Infection and NI: no infection. Numbers following HP or NP correspond to replicate.

**Figure 3—figure supplement 5.**
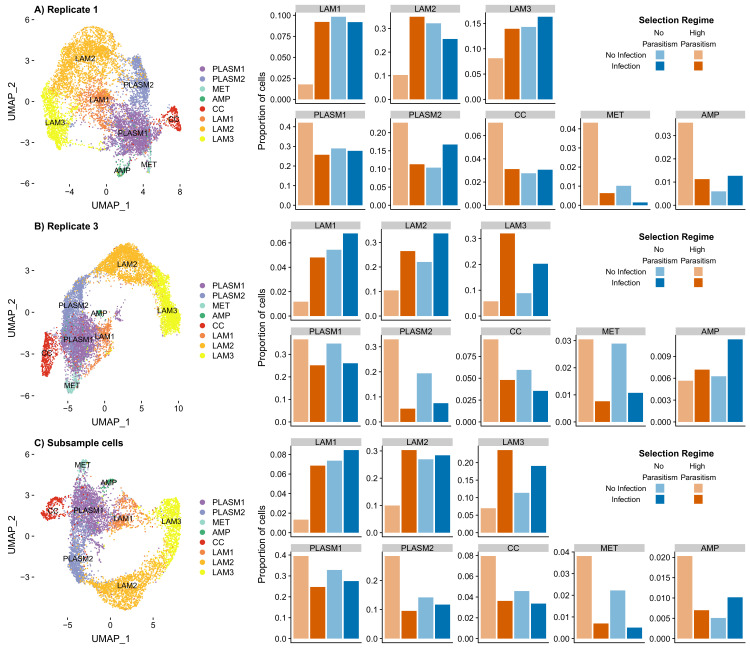
Impact of cell number and library-specific differences on data integration, cell cluster classification and estimating cluster proportions. (**A**) Clustering 8,596 cells from replicate one, (**B**) clustering 10,784 cells from replicate three and (**C**) clustering 6,296 cells where 787 cells were randomly subsampled without replacement in each of eight libraries used for data integration.

**Figure 3—figure supplement 6.**
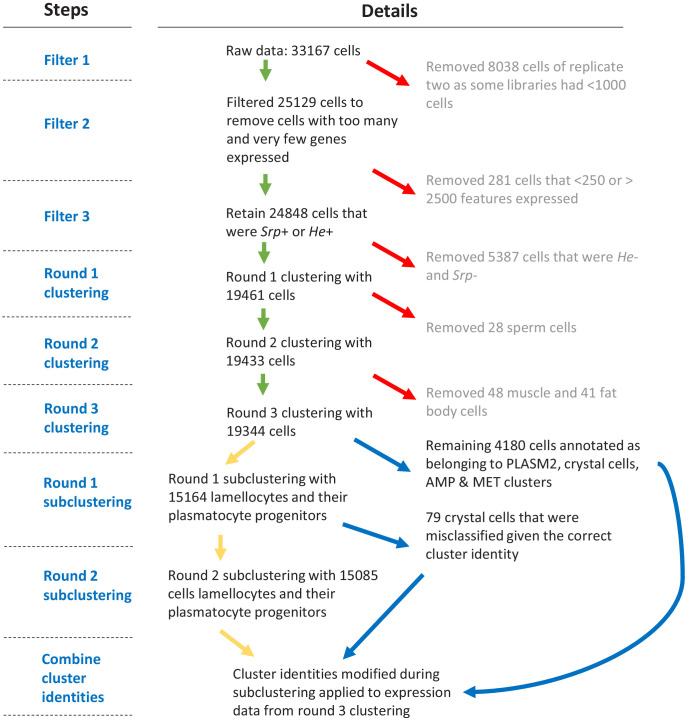
Flowchart of data filtering and clustering steps. Only cells expressing >250 features and <2500 features and cells that were either *He*+ or *Srp*+ were kept. Cells expressing high levels of sperm-cell, muscle, or fat body marker genes were identified during three rounds of clustering and removed. 19,344 cells remained after filtering. Two rounds of subclustering identified plasmatocyte progenitor and lamellocyte clusters and these identities replaced those attained from round three clustering for relevant cells.

**Figure 3—figure supplement 7.**
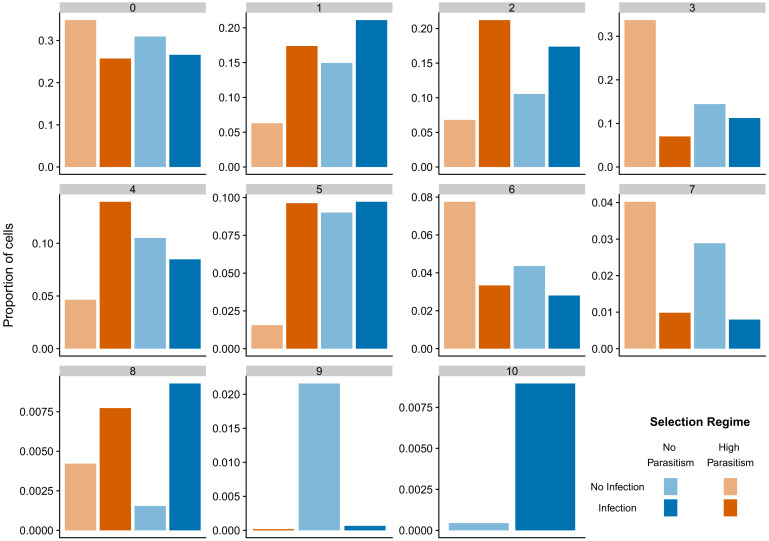
Proportion of different cell states after infection and selection following data integration with 7716 anchors, the maximum number that can be detected.

**Figure 3—figure supplement 8.**
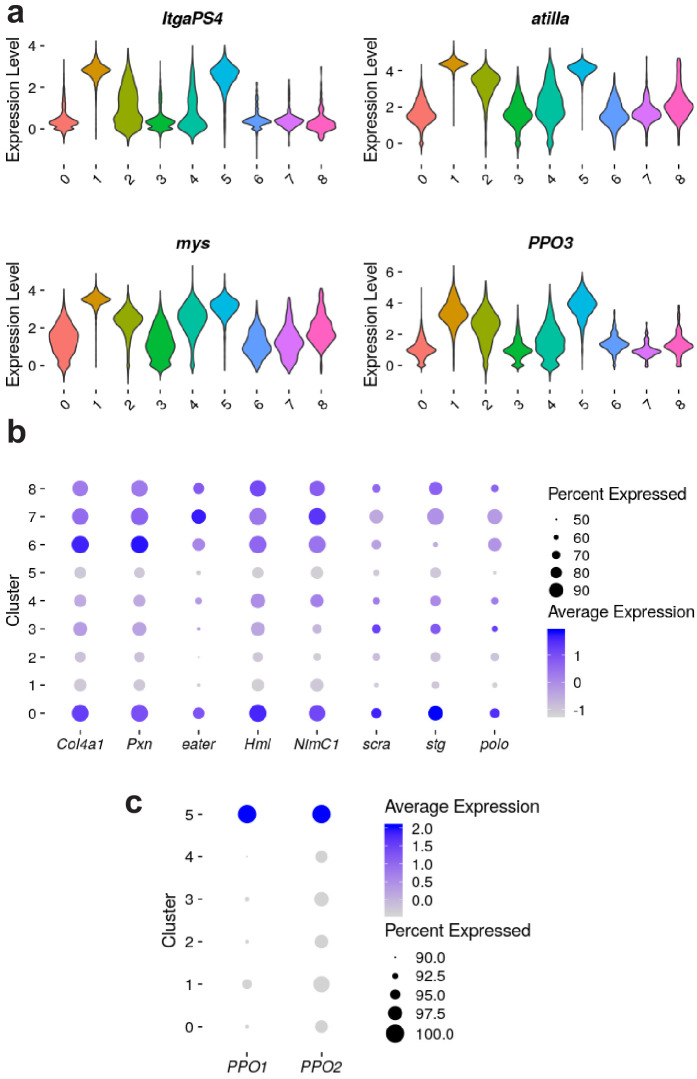
Expression levels (log_e_) of marker genes from early rounds of clustering. (**A**) Distribution of gene expression levels of described lamellocyte marker genes, for clusters identified from round three clustering. (**B**) Relative level of expression of described plasmatocyte and cell cycle marker genes, for clusters identified from round three clustering. (**C**) Relative level of expression of two known crystal cell markers from round one of subclustering, using lamellocytes and their plasmatocyte progenitors. Percent of cells expressing genes are indicated by circle size (**B and C**).

We identified two large clusters of plasmatocytes. 

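PLASM1 had 5721 cells in the authors' table, of which 5719 were matched to a library. Cycling was read from the sum of fixed lists of 10 S phase genes (PCNA and others) and 12 G2/M genes (CycB and others) in the pooled cells of a cluster in each library, not from a phase call on single cells. The S genes came to 487 ± 110 CPM (SD, n = 8 libraries) in PLASM1, 597 ± 181 CPM (SD, n = 8) in PLASM2 and 413 ± 128 CPM (SD, n = 8) in crystal cells. PLASM2 was above PLASM1 in 7 of 8 libraries (mean log2 difference 0.26, exact two-sided sign-flip p = 0.0234), but in cells thinned to 800 UMIs the difference was 0.21 (exact p = 0.109). The G2/M genes came to 931 ± 148 CPM in PLASM1, 961 ± 250 CPM in PLASM2 and 405 ± 41.8 CPM in crystal cells (SD, n = 8 each), and PLASM1 and PLASM2 did not differ in them (mean log2 difference 0.01, exact two-sided sign-flip p = 0.930).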

The largest was PLASM1, which we classify as the cycling plasmatocyte state as it had the greatest number of replicating cells in the G2M or S phase (Figure 3—figure supplement 1). The 5712 cells in this cluster had high expression of genes associated with plasmatocytes (*Col4a1*, *Pxn*, *eater*, *Hml*, *NimC1* Banerjee et al., 2019) and actively replicating cells (*stg* [Edgar and O'Farrell, 1990], *polo* [Glover, 2005] and *scra* Oegema et al., 2000; Figure 3—figure supplement 2A). 

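Levels of marker genes were compared between the pooled PLASM1 cells of each library and the mean of the other 7 clusters of that library. In every one of the 8 libraries PLASM1 was above that mean for all of these genes. Col4a1 (FBgn0000299) was at 1880 ± 763 CPM against 1047, Pxn (FBgn0011828) at 2110 ± 895 CPM against 1227, eater (FBgn0243514) at 284 ± 102 CPM against 195, Hml (FBgn0029167) at 4247 ± 1281 CPM against 2279, and NimC1 (FBgn0259896) at 639 ± 89.3 CPM against 345 (SD, n = 8 libraries each). Pxn overlaps 4 genes, 2 of them on its own strand. Among the cycling genes, stg (FBgn0003525) was at 247 ± 55.7 CPM against 90.9, polo (FBgn0003124) at 81.7 ± 17.1 CPM against 34.0, and scra (FBgn0261385) at 132 ± 22.1 CPM against 48.4 (SD, n = 8 each). PLASM2 had similar levels of these 3 genes: 247 ± 98.1 CPM of stg, 87.5 ± 27.2 CPM of polo and 115 ± 27.3 CPM of scra (SD, n = 8 each).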

The next largest cluster, PLASM2, contained 2874 plasmatocytes that were enriched for the genes encoding rRNA (Figure 3—figure supplement 2B) or involved in the ribosome biogenesis (Supplementary file 2). 

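In PLASM2, CR43855 (FBgn0264437) was at 583 ± 442 CPM (SD, n = 8 libraries) against a mean of 109 CPM in the other clusters, and CG8157 (FBgn0034010) at 3923 ± 2208 CPM (SD, n = 8) against 752 CPM. Of genes that act in ribosome biogenesis, Nop60B (FBgn0259937) was at 395 ± 207 CPM against 151, nop5 (FBgn0026196) at 294 ± 136 CPM against 113, and NHP2 (FBgn0029148) at 129 ± 68.9 CPM against 42.6 (SD, n = 8 each). All 5 genes were above the mean of the other clusters in 8 of 8 libraries. PLASM2 cells had the lowest median number of UMIs of the clusters, and a share of a small total is counted less precisely.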

There were two smaller plasmatocyte clusters. 

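Drs (FBgn0283461, chromosome 3L from 3369556 to 3369942) was at 2699 ± 3604 CPM (SD, n = 8 libraries) in the AMP cluster and at a mean of 140 CPM in the other clusters. Mtk (FBgn0014865, chromosome 2R from 15408846 to 15409113, overlapping Stacl on the same strand) was at 3872 ± 4992 CPM (SD, n = 8) against 26.9 CPM, and CecA1 (FBgn0000276, chromosome 3R from 30210874 to 30211273) at 2070 ± 3348 CPM (SD, n = 8) against 25.5 CPM. Each of the 3 was above the mean of the other clusters in 8 of 8 libraries, and each varied between libraries by more than its mean. Mtk in this cluster was at 17.9 to 584 CPM in uninfected and at 1971 to 12667 CPM in infected larvae, with no overlap between the 4 libraries of each kind (exact two-sided permutation p = 0.0286 for its level in all cells, the smallest that 4 against 4 allow, for a gene chosen after its values were seen). This permutation sets aside that libraries pair by population, where sign flips over 4 populations cannot go below p = 0.125.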

The AMP cluster contained 196 cells with elevated expression of genes encoding antimicrobial and antifungal peptides, including *Drs*, *Mtk* and *CecA1* (Lemaitre and Hoffmann, 2007; Figure 3—figure supplement 2B; Supplementary file 2). The MET cluster contained 283 cells with high expression of the heat shock proteins *Hsp24* and *Hsp27* and genes involved in organic acid metabolism (Figure 3—figure supplement 2B; Supplementary file 2). 

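Hsp23 (FBgn0001224) was at 1120 ± 1166 CPM (SD, n = 8 libraries) in MET and above the mean of the other clusters, 198 CPM, in 6 of 8 libraries. It was also high in crystal cells, at 912 ± 1235 CPM (SD, n = 8). Hsp27 (FBgn0001226), which overlaps CR43483 on the other strand, was at 1162 ± 815 CPM (SD, n = 8) against 159 CPM, and above in 8 of 8 libraries. Of the genes of metabolism, Gal (FBgn0001089) was at 964 ± 630 CPM against 96.5, and Gs1 (FBgn0001142) at 330 ± 159 CPM against 14.5 (SD, n = 8 each). The dosage compensation RNA roX1 (FBgn0019661) was at 1046 ± 283 CPM (SD, n = 8) against 348 CPM. The deposited counts name no gene Hsp24.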

The crystal cells formed a single cluster of 906 cells (Figure 3A). 

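PPO1 (FBgn0283437), which overlaps Elk on the other strand, was at 28398 ± 7261 CPM (SD, n = 8 libraries) in the crystal cell cluster and at a mean of 383 CPM in the other clusters. PPO2 (FBgn0033367) was at 46043 ± 14459 CPM (SD, n = 8) against 598 CPM, and lz (FBgn0002576) at 56.6 ± 8.90 CPM (SD, n = 8) against 1.55 CPM. All 3 were highest in crystal cells in 8 of 8 libraries. Near-empty droplets, which hold free RNA, had 1774 CPM of PPO1 and 5347 CPM of PPO2 on average, more than the mean of the other clusters for either gene. Of the cells that the table gives this cluster, 905 were matched to a library.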

Three clusters of cells, LAM 1, 2 and 3, had elevated expression of one or more lamellocyte marker genes (Banerjee et al., 2019; Figure 3—figure supplement 2C) and contained 1260, 5104, and 3000 cells, respectively.

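In LAM1, mys (FBgn0004657, chromosome X from 8061645 to 8070237) was at 1938 ± 595 CPM (SD, n = 8 libraries) against a mean of 1154 CPM in the other clusters, and above it in 7 of 8 libraries. atilla and PPO3 in LAM1 exceeded that mean in 3 of 8 libraries each. In LAM2, ItgaPS4 (FBgn0034005, chromosome 2R from 15258761 to 15262873, overlapping Trpm on the other strand) was at 1121 ± 343 CPM against 494, and mys at 2058 ± 392 CPM against 1137 (SD, n = 8 each). In LAM3, ItgaPS4 was at 2276 ± 384 CPM against 329, and mys at 3476 ± 535 CPM against 935 (SD, n = 8 each). Both genes were above the mean of the other clusters in every library in LAM2 and LAM3. The match by barcode kept 1260, 5098 and 2999 of the cells of LAM1, LAM2 and LAM3.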

Two similar scRNA-seq studies of *D. melanogaster* larval hemocytes have recently been published, so we investigated whether they identified similar clusters of cells to us (Cattenoz et al., 2020; Tattikota et al., 2020). For each of the three datasets, we assigned cells to the clusters identified in the other two studies. We found that all three analyses identified very similar clusters of crystal cells, lamellocytes and AMP-expressing plasmatocytes (Figure 3—figure supplement 3). However, there was less correspondence between studies for the other clusters of plasmatocytes (Figure 3—figure supplement 3).

### Inducible cell states are present constitutively in resistant populations

Lamellocytes are key effector cells in the anti-parasitoid immune response. 

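In the no parasitism populations, 60.7% ± 3.65 (SD, n = 2 libraries) of hemocytes were in LAM1, LAM2 or LAM3 after infection and 18.8% ± 2.03 (SD, n = 2) in uninfected larvae, a difference of 41.9 points. In replicate 1 the share was 58.1% (95% Wilson interval 56.4 to 59.7) against 20.2% (17.5 to 23.2), and in replicate 3 it was 63.2% (61.2 to 65.2) against 17.3% (15.8 to 18.9). LAM1 rose from 1.48% ± 0.426 to 7.01% ± 3.12, a ratio of 4.75, LAM2 from 10.4% ± 0.114 to 30.7% ± 6.05, a ratio of 2.96, and LAM3 from 6.92% ± 1.72 to 23.0% ± 12.8, a ratio of 3.32 (SD, n = 2 each). LAM3 differed most between replicates, with a ratio of 1.71 in replicate 1 and 5.62 in replicate 3. The exact two-sided permutation test gave p = 0.333 for each cluster, the smallest that 2 libraries against 2 allow, and chance leaves the groups of 33.3% of such comparisons without overlap. When all 12 libraries entered the test (3 per group) after a new clustering, the total was 52.4% ± 20.4 in infected and 36.4% ± 30.9 in uninfected larvae (SD, n = 3, exact two-sided permutation p = 0.5). The difference moved most, to 4.51 points, when cells with at least 20 of 800 UMIs from lamellocyte markers were counted in all 12 libraries in place of clusters. The library labelled uninfected no parasitism of replicate 2, which the paper left out, had a level of lamellocyte markers as high as that of infected larvae. The shares describe the hemocytes of a library and not their number in a larva.

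**Figure D1:**
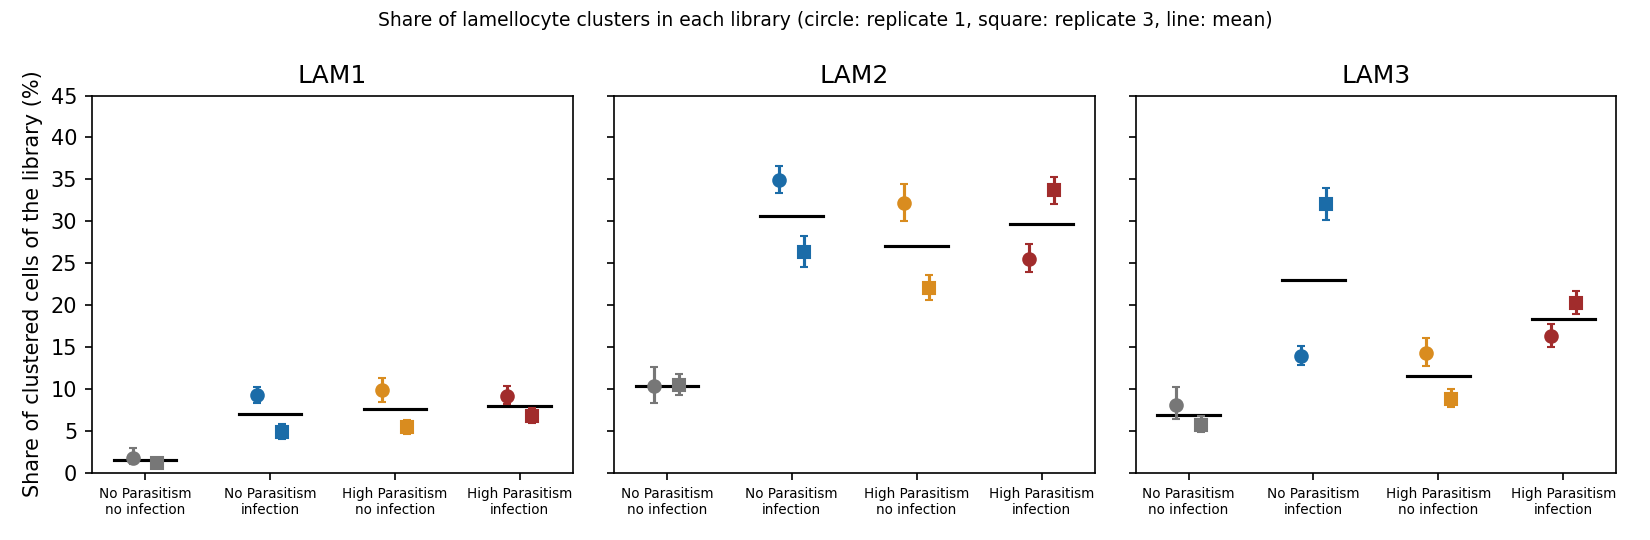
Share (%) of the cells of each of the 8 libraries in LAM1, LAM2 and LAM3, by group; circles are replicate 1, squares replicate 3, error bars 95% Wilson intervals and lines the means of each group. Both infected no parasitism libraries lie above both uninfected ones in each of the 3 clusters.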

In populations that evolved without exposure to parasitoids, infection resulted in a large increase in the number of cells in all three lamellocyte clusters (LAM1-3, Figure 3B–C). In populations that evolved under high levels of parasitism, this inducible response becomes constitutive, with uninfected larvae having 3–5 fold more cells in LAM1 and 2 (Figure 3C). However, this was matched by a reduction in the induced response, so the final number of cells in these clusters after infection was similar regardless of whether the populations had adapted to high or low parasitism rates (Figure 3B–C). These results held when replicate populations were analysed separately (Figure 3—figure supplement 5A,B) or when the number of cells in each library were down-sampled to match the library with the least number of cells (Figure 3—figure supplement 5C). Therefore, when populations evolved under high infection rates this led to the differentiation of specialised immune cells occurring in uninfected individuals.

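Uninfected high parasitism larvae had 46.3% ± 14.1 (SD, n = 2 libraries) of their hemocytes in the 3 lamellocyte clusters, 27.6 points more than uninfected no parasitism larvae. The share was 56.3% (95% Wilson interval 53.9 to 58.7) in replicate 1 and 36.3% (34.6 to 38.1) in replicate 3. LAM1 held 7.63% ± 3.10 (SD, n = 2) of cells, a ratio of 5.17 to uninfected no parasitism larvae, and LAM2 27.1% ± 7.17 (SD, n = 2), a ratio of 2.61. The ratio for LAM3, with 11.6% ± 3.87 (SD, n = 2) of cells, was 1.67. No cluster overlapped between the regimes (exact two-sided permutation p = 0.333, the smallest possible), against 33.3% of comparisons by chance. Clustered without the lamellocyte markers and without the genes that DESeq2 called, so that these could not set the classes, the cells gave ratios of 3.98 for LAM1, 2.34 for LAM2 and 1.59 for LAM3. With all 12 libraries (3 per group) LAM3 fell with selection, by 0.490 points. That comparison includes the uninfected no parasitism library of replicate 2, whose label may be exchanged. From these shares the paper concludes that populations under high infection rates came to differentiate specialised immune cells in uninfected individuals.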

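Infected high parasitism larvae had 55.9% ± 6.82 (SD, n = 2 libraries) of hemocytes in the 3 lamellocyte clusters. This was 9.57 points more than in uninfected larvae of the same populations (exact two-sided permutation p = 0.667), and the replicates differed in direction: the share fell by 5.26 points in replicate 1 and rose by 24.4 points in replicate 3. LAM1 was at 7.98% ± 1.71 and LAM2 at 29.6% ± 5.74 (SD, n = 2 each), ratios of 1.05 and 1.09 to the uninfected larvae. LAM2 fell with infection in replicate 1 (ratio 0.794) and rose in replicate 3 (ratio 1.53).

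Between infected larvae of the regimes, the total differed by -4.77 points (high minus no parasitism; -7.01 in replicate 1 and -2.52 in replicate 3, SD of these differences 3.18, exact two-sided permutation p = 0.667). LAM1 differed by 0.970 points and LAM2 by -1.05 points, both by less than the SD of their differences by replicate (1.41 and 11.8 points). The sign of the difference in the total depended on the clustering: it was 1.04 points after clustering the libraries anew at resolution 0.3, and 2.01 points when nothing was regressed out. For LAM2 it was 6.66 points with reciprocal PCA.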

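By replicate, the share of cells in the lamellocyte clusters of uninfected larvae was 2.79 times as high in the high as in the no parasitism population in replicate 1 and 2.10 times in replicate 3. For LAM1 these ratios were 5.52 and 4.62, for LAM2 3.13 and 2.11, and for LAM3 1.76 and 1.55. After infection in the no parasitism populations the ratios were 5.18 and 4.09 for LAM1, and 3.39 and 2.52 for LAM2.

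Libraries were also down-sampled to the number of cells of the smallest and clustered anew. The lamellocyte clusters then held 62.4% ± 6.71 of cells in infected and 19.6% ± 2.23 in uninfected no parasitism larvae, and 61.0% ± 7.34 in infected and 50.8% ± 15.1 in uninfected high parasitism larvae (SD, n = 2 libraries each). The ratios for selection were 3.44 for LAM1, 3.01 for LAM2 and 1.77 for LAM3. Independently of clusters, cells were thinned to 800 UMIs, and those with at least 10 UMIs of 6 lamellocyte markers were counted. In the no parasitism populations they made up 45.4% and 57.1% of infected and 20.7% and 14.0% of uninfected cells, in the order of replicates 1 and 3. For the high parasitism populations the shares were 35.8% and 50.9% of infected and 45.1% and 27.0% of uninfected cells. In cells of PLASM1 the share was at most 9.57% in a library, and in crystal cells at most 6.52%, all at the same depth of 800 UMIs. PLASM1 itself held some of these transcripts, with atilla at 1081 CPM. The clusters were also made from the same expression values, so these shares are no independent error rate.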

To investigate the developmental origins of this change, we reconstructed the pathway by which plasmatocytes differentiate into mature lamellocytes. 

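The clusters were ordered by the level of 2 lamellocyte genes in the pooled cells of each cluster and library. atilla was at 1081 ± 681 CPM in PLASM1, 1903 ± 888 CPM in LAM1, 4835 ± 612 CPM in LAM2 and 7082 ± 936 CPM in LAM3 (SD, n = 8 libraries each). Outside this order it was at 435 ± 281 CPM in PLASM2 and at 464 ± 281 CPM in crystal cells (SD, n = 8 each). Near-empty droplets, which hold free RNA only, had a mean of 2222 CPM of atilla, above its mean in PLASM1, LAM1, PLASM2 and crystal cells. These values place the clusters by expression and do not trace single cells through time.

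**Figure D2:**
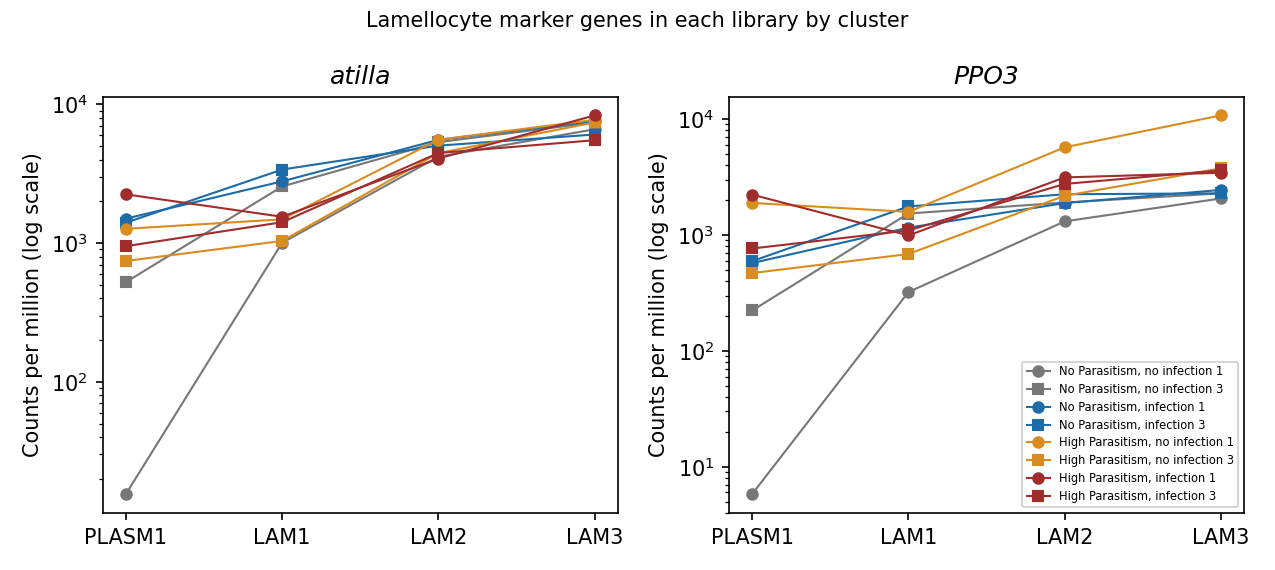
Levels of atilla and PPO3 in CPM (log axis) in the pooled cells of PLASM1, LAM1, LAM2 and LAM3, with a line for each of the 8 libraries (circles replicate 1, squares replicate 3). atilla rises in every library after LAM1, and the uninfected no parasitism library of replicate 1 starts from 15.5 CPM in PLASM1.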

By subclustering the cells and ordering them along a pseudotemporal scale, we found a single lineage starting from the self-cycling plasmatocytes (PLASM1) and ending in LAM3 (Figure 4A). 

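In the same lists of genes that were used for PLASM1, the S genes were at 263 ± 120 CPM in LAM1, 214 ± 79.0 CPM in LAM2 and 60.0 ± 18.1 CPM in LAM3 (SD, n = 8 libraries each). The mean log2 change was -1.02 from PLASM1 to LAM1 and -1.75 from LAM2 to LAM3, falling in 8 of 8 libraries both times (exact two-sided sign-flip p = 0.0078, the smallest that 8 libraries allow). From LAM1 to LAM2 it was -0.25, with a fall in 6 of 8 libraries (exact p = 0.0469), and -0.03 when cells were thinned to the same depth. The exact p of this step was under 0.05 only without the infected no parasitism or the uninfected high parasitism library of replicate 1, and 0.0625 or 0.0938 without any other library. The G2/M genes were at 300 ± 112 CPM in LAM1, 119 ± 25.1 CPM in LAM2 and 61.3 ± 28.3 CPM in LAM3 (SD, n = 8 each). Their log2 changes from PLASM1 on were -1.71, -1.26 and -1.03, each a fall in 8 of 8 libraries with the same exact p.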

Along this lineage there was a decrease in cell replication, with the largest fraction of cells in the G2M and S phase in PLASM1 and the largest fraction in G1 in LAM3 (Figure 4—figure supplement 1A). Importantly, controlling for the effects of cell cycle had a negligible impact on the clustering (Supplementary file 4) and the trajectory of lamellocyte differentiation (Figure 4—figure supplement 1B). 

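In pooled cells of LAM3 against PLASM1 of the same library, with the library as a block, edgeR called 4246 of 6022 genes changed (2021 higher and 2225 lower in LAM3) at an adjusted p under 0.05, and DESeq2 called 4152. The clusters were made from the same expression values, so the test describes them. The count moved most in uninfected larvae alone, to 3088 genes. In simulated data with this design, 100% of 2-fold changes were recovered over 5999 genes.

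In LAM3 atilla was higher by a log2 fold change of 3.40 (standard error 0.52, adjusted p = 4.19e-05 from edgeR with Benjamini-Hochberg adjustment, n = 8 libraries). PPO3 was higher by 2.99 (standard error 0.50, adjusted p = 9.5e-05 from edgeR, n = 8). atilla rose by a mean log2 change of 1.39 from PLASM1 to LAM1 in 7 of 8 libraries (exact two-sided sign-flip p = 0.0313), a step that was 0.74 without the uninfected no parasitism library of replicate 1. Without any of the 4 no parasitism libraries, or without the infected high parasitism library of replicate 3, this step was no longer under 0.05 (exact p = 0.0625 each). atilla then rose by 1.47 and 0.55 in every library (exact p = 0.0078). PPO3 was at 844 ± 791 CPM in PLASM1, 1141 ± 484 CPM in LAM1, 2641 ± 1357 CPM in LAM2 and 3832 ± 2877 CPM in LAM3 (SD, n = 8 each). Its step from PLASM1 to LAM1, 1.32, was a rise in 6 of 8 libraries (exact p = 0.0938) and was 0.71 without the uninfected no parasitism library of replicate 1 and 1.67 (exact p = 0.0313) without the infected high parasitism library of replicate 1. The next steps, 1.24 and 0.44, were rises in all 8 (exact p = 0.0078).

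The largest rises among genes of at least 16 CPM were in AANATL2 (FBgn0031791, chromosome 2L from 6255859 to 6256822, overlapping Ddr on its strand; log2 fold change 3.80, standard error 0.37, adjusted p = 5.19e-07 from edgeR), bero (FBgn0032897, chromosome 2L from 20858695 to 20861014; 3.76, standard error 0.33, adjusted p = 2.46e-07 from edgeR) and Neurochondrin (FBgn0037447, chromosome 3R from 6468437 to 6471016; 3.70, standard error 0.31, adjusted p = 1.65e-07 from edgeR). The largest falls were in CR45660 (FBgn0267220, -4.54, standard error 0.26, adjusted p = 5.6e-09 from edgeR), whose position overlaps Pxn on the same strand so that reads of either can be counted for the other, CG4829 (FBgn0030796, chromosome X from 16811699 to 16826494; -4.25, standard error 0.14, adjusted p = 6.13e-10 from edgeR) and stg (FBgn0003525; -4.21, standard error 0.19, adjusted p = 1.63e-09 from edgeR). All 6 changed in the same direction in 8 of 8 libraries.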

The expression of numerous genes changed as cells progressed along this trajectory (Figure 4—figure supplement 1C, Supplementary file 5), including increases in the expression of the lamellocyte effector gene *PPO3* and the lamellocyte marker *atilla* (Figure 4B and C). To understand the functional significance of the changes we used a gene ontology analysis. 

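The heatmaps of Figure 4D list 18 genes of actin filament-based processes and 13 of biological adhesion. All 18 and all 13 were higher in LAM3 than in PLASM1 and called by edgeR (adjusted p under 0.05, n = 8 libraries), with median log2 fold changes of 2.39 and 2.68. The paper chose these genes because they changed between these clusters, so the counts are no independent evidence. ItgaPS4, an integrin, was at 2617 ± 562 TMM CPM in LAM3 and at 300 ± 164 TMM CPM in PLASM1 (SD, n = 8 libraries each), a log2 fold change of 3.32 (standard error 0.47, adjusted p = 2.3e-05 from edgeR with Benjamini-Hochberg adjustment). The integrin subunit mys was at 3973 ± 675 against 742 ± 335 TMM CPM (SD, n = 8 each), a log2 fold change of 2.54 (standard error 0.27, adjusted p = 1.52e-06 from the same edgeR test).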

Genes involved in actin-filament based processes and biological adhesion were significantly upregulated in the terminal lamellocyte cluster, possibly reflecting the changes in cell morphology and the role of lamellocytes in capsule formation (Figure 4D). On the other hand, genes involved in extracellular structure organization were down-regulated as cells differentiated (Figure 4D and Supplementary file 6). This likely reflects the loss of the ability of cells to secrete extracellular matrix, which is a house-keeping function of plasmatocytes (Bunt et al., 2010; Olofsson and Page, 2005). Together, these results suggest that LAM1 and LAM2 cells are immature lamellocytes, while LAM3 cells are mature lamellocytes. 

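All 7 genes of extracellular structure organization in Figure 4D were lower in LAM3 than in PLASM1 and called by edgeR (adjusted p under 0.05), with a median log2 fold change of -3.71. Col4a1 (FBgn0000299, chromosome 2L from 5029609 to 5037279) was at 113 ± 44.5 TMM CPM in LAM3 and at 1655 ± 631 TMM CPM in PLASM1 (SD, n = 8 libraries each), a log2 fold change of -3.86 (standard error 0.17, adjusted p = 1.4e-09 from edgeR with Benjamini-Hochberg adjustment). Other plasmatocyte genes fell as well, with log2 fold changes of -3.77 for Pxn, -4.14 for Hml, -3.79 for eater and -2.88 for NimC1, and so did the cycling genes polo (-3.50) and scra (-3.39). From the genes that rose and fell along the order of clusters, the paper proposes that LAM1 and LAM2 are immature and LAM3 mature lamellocytes.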

Consistent with this finding, the mature lamellocyte cluster LAM3 strongly corresponds to mature lamellocyte clusters defined in previously published larval hemocyte scRNA-seq data sets (Cattenoz et al., 2020 - LM-1; Tattikota et al., 2020 - LM2) (Figure 3—figure supplement 3). Similarly, the immature lamellocyte clusters, LAM1 and 2, match the immature lamellocyte clusters in those studies (Cattenoz et al., 2020 - LM-2; Tattikota et al., 2020 - LM1) (Figure 3—figure supplement 3).

**Figure 4.**
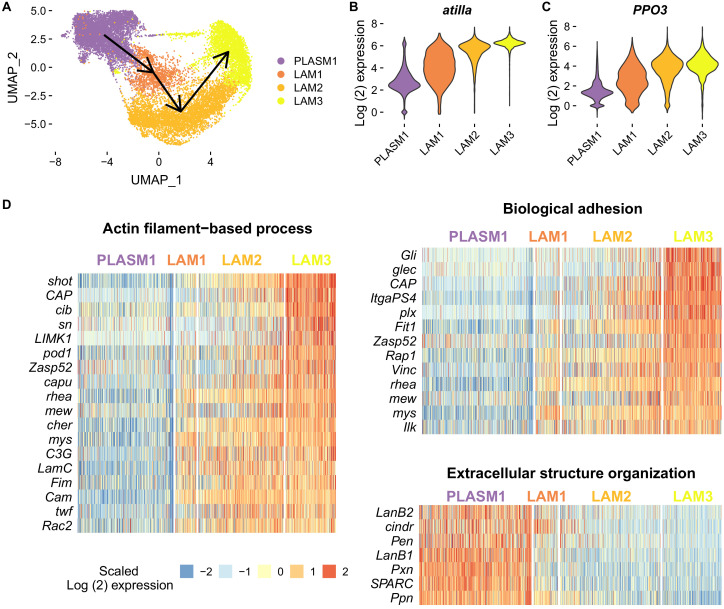
Changes in cell state following infection and adaptation to high rates of parasitism. (**A**) Trajectory of lamellocyte differentiation. Plasmatocyte progenitors and lamellocytes were subclustered, the trajectories inferred from multi-dimensional principle components analysis, and the lineage projected onto the two-dimensional UMAP plot. (**B–C**) Log_2_ expression levels of *atilla* and *PPO3*. Relative expression levels were estimated from normalized and scaled unique molecular identifier counts. (**D**) Heatmaps of genes that are upregulated in either the starting or terminal clusters of lamellocyte differentiation and belonging to significantly enriched gene ontology categories (biological function). Log2 fold change gene expression levels were centred on their mean value and divided by their standard deviation. Figure 4—source data 1.Changes in cell state following infection and adaptation to high rates of parasitism.

**Figure 4—figure supplement 1.**
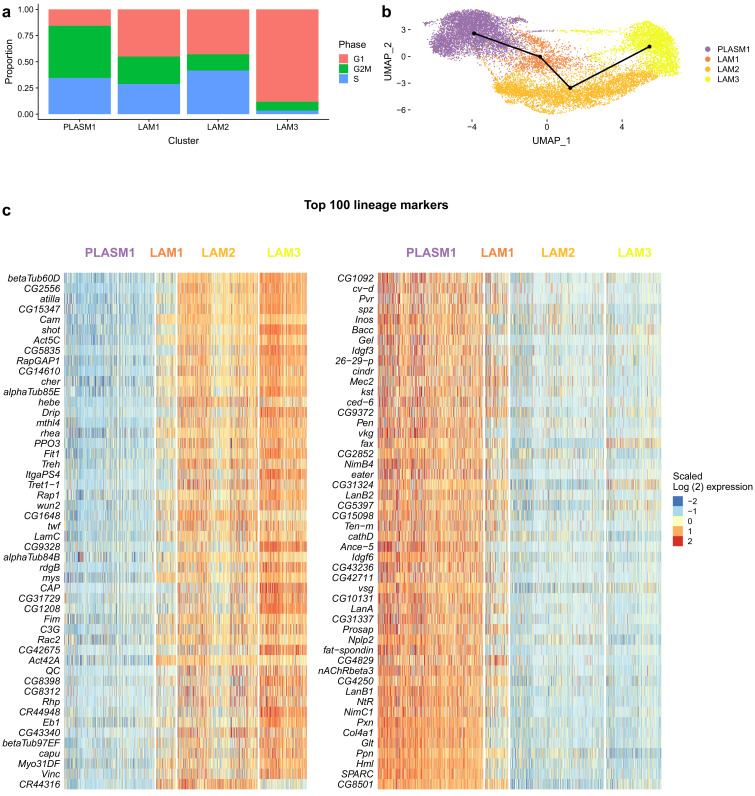
Trajectory of lamellocyte differentiation following subclustering. (**A**) Proportions of cells in G1, G2M, and S phase in the plasmatocyte progenitor and lamellocyte clusters. (**B**) Trajectory of lamellocyte differentiation inferred following cell cycle correction and regressing out the difference between the G2M and S phases. Trajectories were inferred from multi-dimensional principle components analysis, and the lineage projected onto the two-dimensional UMAP plot. (**C**) Heatmap of top 100 markers predicting lamellocyte differentiation as ranked by variable importance. Genes are grouped by mean cluster expression level and cells (columns) were ordered by expression of the 101st marker. Log2-fold change gene expression levels were centered on their mean value and divided by their standard deviation.

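LAM3 held 18.3% ± 2.79 (SD, n = 2 libraries) of hemocytes in infected high parasitism larvae, 1.58 times the share in uninfected larvae of these populations and the difference from infected no parasitism larvae was -4.69 points (high minus no parasitism; 2.40 in replicate 1 and -11.8 in replicate 3, SD of these differences 10.0, exact two-sided permutation p = 1). The ratio after infection was 1.14 in replicate 1 and 2.29 in replicate 3, so the size of the induced rise rests on replicate 3. With all 12 libraries (3 per group) LAM3 fell with infection in the high parasitism populations, by 1.58 points. Over the 4 populations of both regimes LAM3 was higher after infection in 4 of 4 (exact two-sided sign-flip p = 0.125, the smallest that 4 allow), with a mean rise of 11.4 points. LAM1 and LAM2 were each higher in 3 of 4 (exact p = 0.25), the exception being the high parasitism population of replicate 1.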

Comparing our populations, the inducible production of immature lamellocytes (LAM1 and 2) has become entirely constitutive in the populations evolved under high rates of parasitism, while the production of mature lamellocytes (LAM3) response remains largely inducible (Figure 3C). 

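The genes that changed after infection or selection were compared with the change from PLASM1 to LAM3. Of 319 genes with at least a 50% change over pooled cells, 316 could be tested between the clusters and 296 (93.7%) changed in the same direction there. DESeq2 gave 284 of 307 genes in the same direction (92.5%), and the genes of at least 16 CPM and a 50% change 1221 of 1311 (93.1%). Of the 48 genes called for selection and infection combined, 37 could be tested and 29 had the same direction.

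The change that the shares of the clusters alone would give was computed for each gene from its mean level in each cluster and the clusters' shares in each library. Across 4270 genes of at least 16 CPM, the observed and computed changes had r = 0.865 for infection in the no parasitism populations and r = 0.751 for selection (across genes, which are not independent replicates). For infection in the high parasitism populations r was 0.482. Observed changes were larger than computed ones, with slopes of 1.52 for infection of the no parasitism populations and 1.83 for selection. These changes are differences between group means of the log2 of CPM plus 1, not edgeR's fold changes. Of 1282 genes with at least a 50% change on that scale after infection in the no parasitism populations, 1251 had the computed sign, and so had 627 of 667 with a 50% change by selection. For infection in the high parasitism populations 327 of 419 had it. Between infected larvae of the regimes it was 476 of 612 (r = 0.260 across all genes). For selection and infection combined it was 1069 of 1170 (r = 0.719). Within PLASM1 alone, edgeR called 5 of 6729 genes for infection in the no parasitism populations (adjusted p under 0.05; 676 at an unadjusted p under 0.05) and 3 for selection (478). Within the 3 lamellocyte clusters pooled it called 0 of 7015 for infection (132 at an unadjusted p under 0.05) and 0 for selection (254), and DESeq2 was not run within clusters. For selection and infection combined edgeR called 59 genes within PLASM1 (1069 at an unadjusted p under 0.05), more than over all cells, and 0 within the lamellocyte clusters (299). At this point the paper uses its cluster shares and the genes that change in the same direction from PLASM1 to LAM3. From these it proposes that the cellular immune response has become primed, with precursors of parasite-killing cells made constitutively. Its further evidence is quantitative PCR, atilla staining of circulating cells, immature lamellocytes in lymph glands and counts over the course of infection.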

The differentiation of these cells explains the changes in gene expression that we observed in pooled cells after infection or selection (Figure 1)—168 of the 173 genes with at least a 50% change in expression in Figure 1 also change expression in the same direction as cells differentiate from plasmatocytes into lamellocytes (PLASM1 vs LAM3). Together these results suggest that high infection rates result in the cellular immune response becoming ‘primed’ by constitutively producing the precursors of the cells required for parasite killing.

### Morphological differentiation of lamellocytes remains an inducible response

Lamellocytes are classically defined morphologically as large flattened cells. As expected, the proportion of morphologically identifiable lamellocytes increased after infection (Figure 5A and Figure 5—figure supplement 1; Treatment: χ^2^ = 48.14, d.f = 1, p=3.97×10^−12^). However, in contrast to our analysis of single-cell transcriptomes, there was little difference between selection regimes in the proportion of these cells in either infected or uninfected larvae (Figure 5A and Figure 5—figure supplement 1; Selection regime x Treatment: χ^2^ = 0.16, d.f = 1, p=0.69; Selection regime: χ^2^ = 0.41, d.f = 1, p=0.52). This suggests that while the transcriptional state of cells has been constitutively activated, the change in cell morphology, corresponding to the final step of lamellocytes maturation, remains an inducible response. These cells may be equivalent to hemocytes called lamelloblasts, which morphologically resemble plasmatocytes but are induced by parasitoid infection and likely give rise to lamellocytes (Anderl et al., 2016). To test this hypothesis, we used microscopy to measure both cell morphology and, as a marker of the transcriptional state of the cells, atilla expression (Figure 5—figure supplement 2). In line with our scRNAseq data, both infection and adaptation to high parasitism rates increases the proportion of atilla positive cells (Figure 5C; Selection Regime x Treatment: *F* = 25.7, d.f = 1,8, p=0.0009). However, among the atilla positive cells, infection had a large effect on cell size (Figure 5C; Treatment: *F* = 41.6, d.f. = 1,7, p=0.0003), while selection had a small effect (Figure 5C; Selection Regime: *F* = 4.9, d.f. = 1,7, p=0.06). Therefore, while selection has resulted in the constitutive transcriptional activation of cells, changes in lamellocyte morphology remain largely an inducible response.

**Figure 5.**
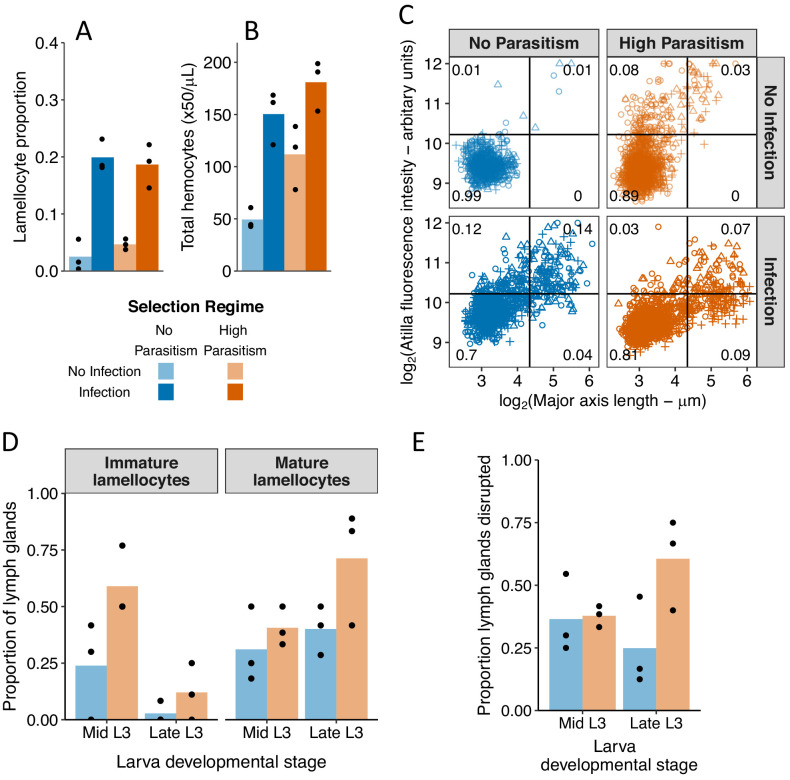
Changes in circulating and lymph gland hemocytes following infection and adaptation to high parasitism rates. (**A**) The proportion hemocytes that were morphologically identified as lamellocytes and (**B**) the concentration of total circulating hemocytes in no infection conditions (light colours) and 48 hr post infection (dark colours). Samples were collected from populations that evolved for 34 generation with high parasitism (orange bars) or no parasitism (blue bars) (**C**) Cell size and atilla expression. The expression of atilla was measured as the fluorescence intensity resulting from immunohistochemistry staining. Cell size was measured along the major axis. Replicated populations from each selection regime are represented by different symbols and the proportion of cells in each quarter of the plot is shown. (**D**) The proportion of lymph glands from uninfected larvae containing immature lamellocytes (mys^+^ α-PS4^-^) and mature lamellocytes (mys^+^ α-PS4^+^). (**E**) Proportion of disrupted lymph glands in uninfected larvae. The lymph gland anterior lobe was considered disrupted when it was either partially or completely disrupted. Figure 5—source data 1.Changes in circulating and lymph gland hemocytes following infection and adaptation to high parasitism rates.

**Figure 5—figure supplement 1.**
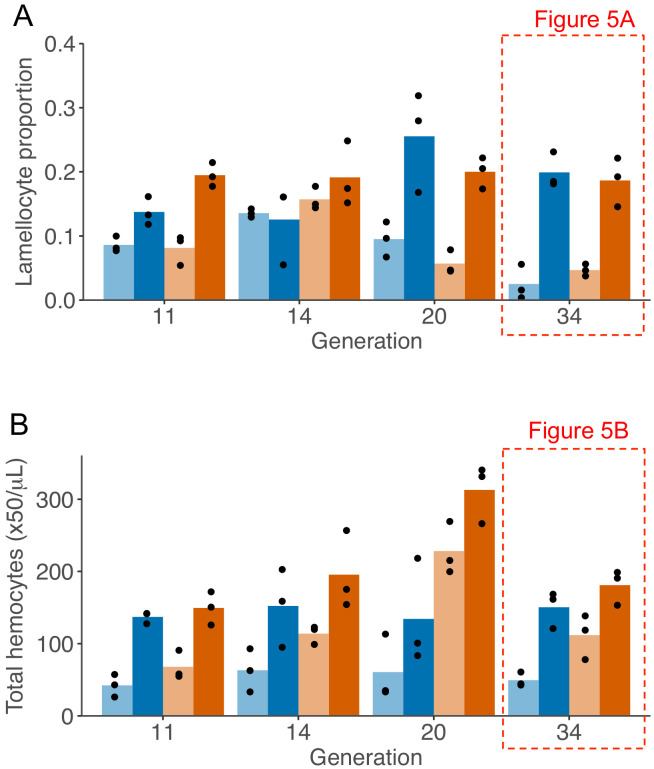
Changes in number of circulating hemocytes during artificial selection. Proportion of lamellocytes (**A**) and concentration of total circulating hemocytes (**B**) in population evolved with no parasitism (blue bars) and with high parasitism (orange bars). Samples were collected as late 3rd instar larvae in homeostasis (light colours) or 48-hr post infection (dark colours). Each dot represents the mean counts of each population calculated from 4 to 10 replicas and bar height represents the mean of the triplicate lines. Generation 34 is represented in Figure 5A–B.

**Figure 5—figure supplement 2.**
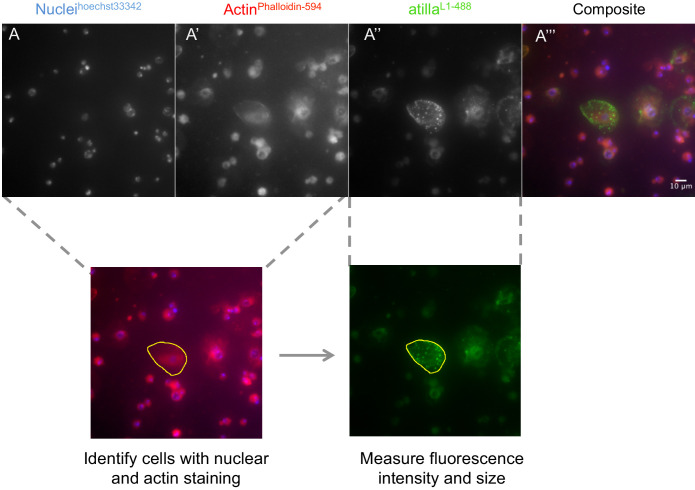
Hemocyte size and atilla staining intensity in circulating hemocytes. Hemocytes were stained for nuclei (A, hoechst 33342), Actin (A’, Phalloidin- Alexa594) and atilla (A’’, L1 antibody + Alexa488). Composite images were created for phallodin and hoechst staining to identify cells with selection tool (yellow line) and fluorescence intensity was measured in L1 staining.

**Figure 5—figure supplement 3.**
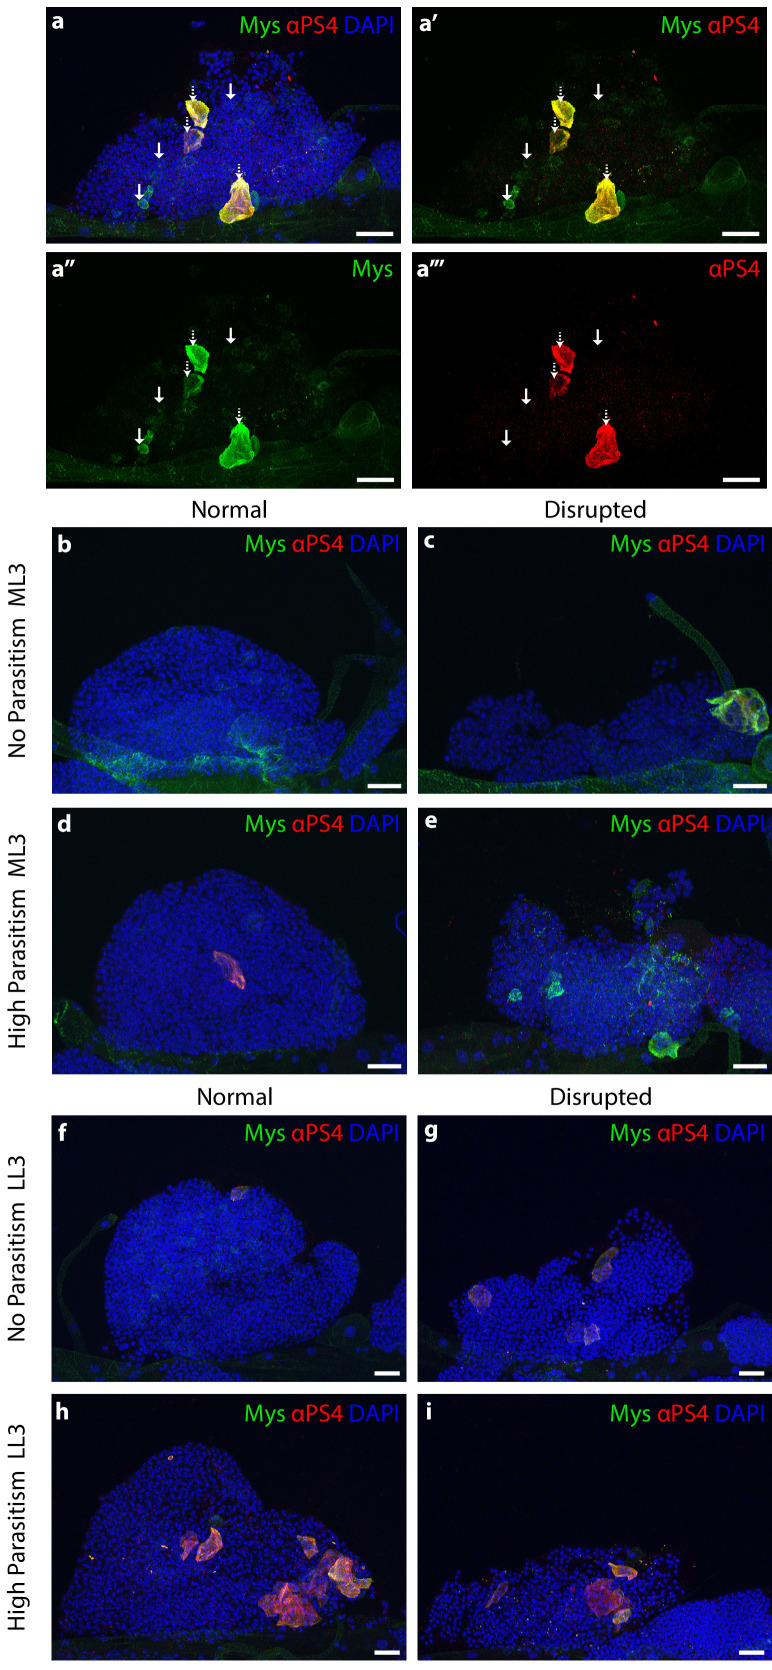
Lamellocytes differentiation state and morphology of anterior lymph gland lobes. (**a**) Anterior lobe of a lymph gland from a larva from No Parasitism selection regime. Immature lamellocytes are stained with Myspheroid (Mys, green, with arrow). Mature lamellocytes are double stained with Mys and Integrin alpha PS4 subunit (α-PS4, red, white-dotted arrow). (**b,c**) No Parasitism anterior lobe in mild larval stage 3; normal (**b**) and disrupted lobe (**c**). (**d,e**) High parasitism anterior lobe in mild larval stage 3; normal (**d**) and disrupted lobe (**e**). (**f,g**) No parasitism anterior lobe in late larval stage 3; normal (**f**) and disrupted (**g**). (**h,i**) High parasitism anterior lobe in late larval stage 3; normal (**i**) and disrupted (**j**). All samples were stained with Mys (green), α-PS4 (red). Nuclei were stained with DAPI. Scale bars = 20 µm.

**Figure 5—figure supplement 4.**
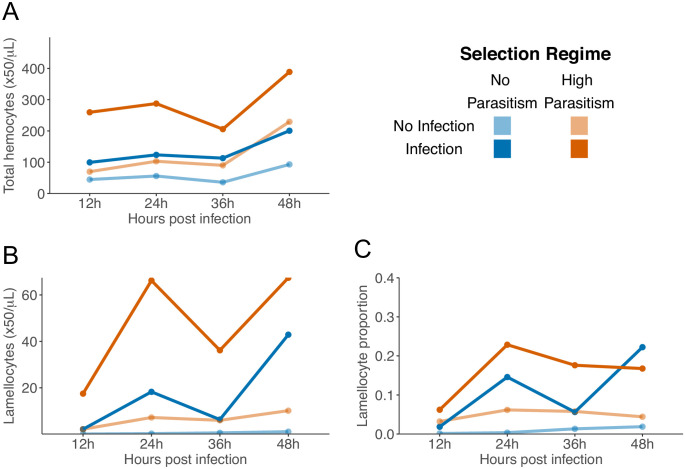
Hemocyte concentrations during development of 3rd instar larvae. Total number of hemocytes (**A**), lamellocytes (**B**) and lamellocyte proportions (**C**) in larvae 12-, 24-, 36-, and 48-hr post infection (dark colours) and corresponding controls with no infection (light colors). Points represent the mean of three biological replicas from each triplicate line of No parasitism (blue) and high parasitism (orange) selection regimes. Restrictions on working hours mean the 12 hr and 36 hr timepoints were performed separately to the 24 hr and 48 hr timepoints. Figure 5—figure supplement 4—source data 1.Hemocyte concentrations during development of 3rd instar larvae.

**Figure 5—figure supplement 5.**
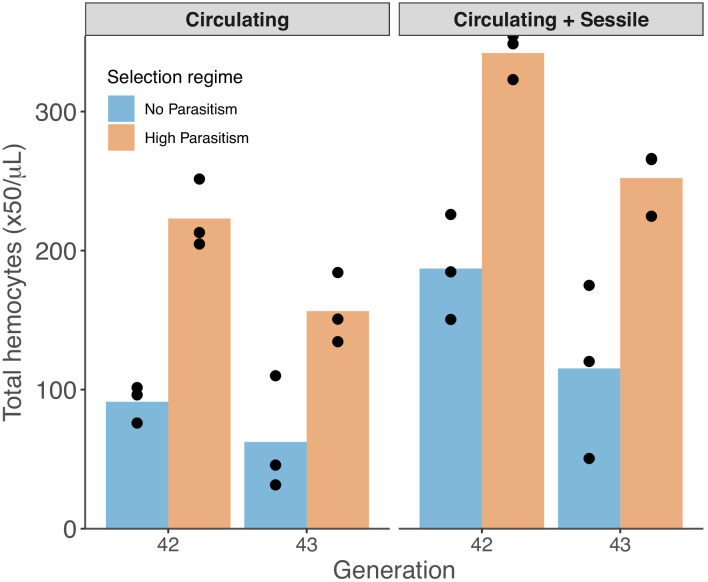
ç Concentration of hemocytes from dissected larvae without manipulation (Circulating) and after vortexing to displace sessile hemocytes into circulation (Circulating + Sessile). Points represent the mean of four biological replicas for each triplicate line from populations evolved with no parasitism (blue) and high parasitism (orange) selection regimes. Bar heights represent the mean of triplicate lines. Figure 5—figure supplement 5—source data 1.Hemocyte concentrations (circulating and circulating + sessile).

**Figure 5—figure supplement 6.**
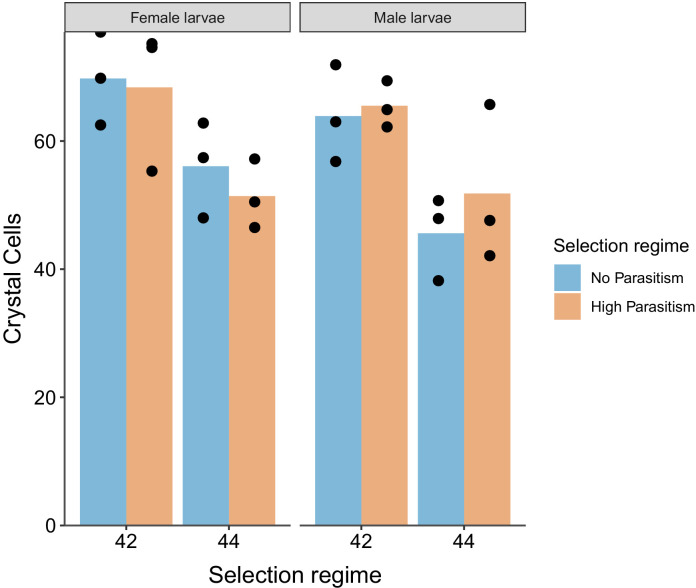
Sessile crystal cells numbers. Number of sessile crystal cells in dorsal side of the A7 abdominal segment of larvae in male and female larvae. Dots represent the average number of crystal cells calculated from 10 larvae of each triplicate population from both selection regimes. Bar heights represent the average of each selection regime, no parasitism (blue) and high parasitism (Orange). Figure 5—figure supplement 6—source data 1.Sessile crystal cell numbers.

### High parasitism rates lead to changes to hematopoiesis

In addition to the change in the transcriptional state of cells in circulation, we found that the populations maintained under strong parasite pressure evolved a constitutive increase in the number of hemocytes in circulation (Figure 5B and Figure 5—figure supplement 1; Selection regime: χ^2^ = 22.37, d.f = 1, p=2.25×10^−6^). This increase in circulating hemocytes supports results from previous selection experiments (Kraaijeveld et al., 2001; McGonigle et al., 2017) and comparative analyses (Prévost and Eslin, 1998). *Drosophila* populations can increase the number of circulating hemocytes by relocating sessile hemocytes into circulation or by increasing the total number of hemocytes (McGonigle et al., 2017). We found that populations maintained under the high parasitism regime increased the total number of hemocytes, rather than move cells from the sessile compartment into circulation (Figure 5—figure supplement 5; Selection regime: χ^2^ = 34.79, d.f = 1, p=3.67×10^−9^; Selection regime * Compartment: χ^2^ = 2.41, d.f = 1, p=0.12). In accordance with this result, the number of crystal cells in the sessile compartment was not altered in populations maintained with high parasitism (Figure 5—figure supplement 6; Selection regime: χ^2^ = 0.014, d.f = 1, p=0.91). The increase in hemocyte number is another aspect of the induced response that has become constitutive.

Lamellocytes can differentiate from sessile or circulating plasmatocytes, or from cells in the lymph gland, which is the larval hematopoietic organ. To investigate how adaptation to high parasitism conditions affected this organ, we performed immunostainings with antibodies recognizing two integrin subunits, *myospheroid* (*mys*) and the *Integrin alphaPS4 subunit* (α*-PS4*) (Figure 5—figure supplement 3). Immature lamellocytes are *mys^+^ a-PS4^-^* whereas mature lamellocytes are *mys^+^ a-PS4^+^* (Louradour et al., 2017). Mature and immature lamellocytes are detected in larvae raised with and without parasitism both in mid and late L3 stage (Figure 5D and Figure 5—figure supplement 3). However, populations that adapted to high rates of parasitism have a higher number of lymph glands containing immature lamellocytes (Figure 5D; main effect selection regime: χ^2^ = 6.90, d.f. = 1, p=0.009), and a non-significant trend towards a higher number of mature lamellocytes (Figure 5D; main effect selection regime: χ^2^ = 3.13, d.f. = 1, p=0.08). We also analysed lymph gland disruption. In the absence of parasitism, lymph glands remain intact until metamorphosis (Grigorian et al., 2011). In response to parasitism by wasps, the larval organ is prematurely disrupted, leading to the release of lymph gland hemocytes in circulation (Louradour et al., 2017). Across all our populations, in the absence of wasp parasitism, we found that at least 25% of lymph glands were disrupted (Figure 5E and Figure 5—figure supplement 3). Furthermore, in populations raised under high parasitism the proportion of disrupted lymph glands increased up to 60% at the late L3 larval stage (Figure 5E; selection regime*larval stage: χ^2^ = 3.46, d.f. = 1, p=0.06). Therefore, adaptation to high parasitism leads to an increase in both the differentiation of lamellocyte precursors in the lymph gland and the premature disruption of lymph glands. Together our analyses of both circulating hemocytes and lymph glands indicate that the *Drosophila* populations that evolved under the high parasitism regime are primed for lamellocyte differentiation.

Based on our analyses of both circulating hemocytes and lymph glands, we hypothesised that accelerated lamellocyte production during infection underlies the evolution of resistance. To investigate this hypothesis, we counted the number of hemocytes during the course of infection (Figure 5—figure supplement 4). In line with our earlier results, infected larvae from populations selected under high parasitism produced more hemocytes overall and more lamellocytes specifically (total hemocytes, selection regime: χ^2^ = 70, d.f. = 1, p<2.2×10^−16^; lamellocytes, selection regime: χ^2^ = 14.92, d.f. = 1, p=0.11×10^−3^). Supporting our hypothesis, the dynamics of lamellocyte production differs between selection regimes, with populations selected under high parasitism producing higher proportions of lamellocytes at earlier time points (Figure 5—figure supplement 4; Lamellocyte proportion, selection regime*time point: χ^2^ = 36.56, d.f. = 3, p=5.69×10^−8^). At the early timepoint of 12 hr post infection, lamellocyte concentration was eight times higher in the populations that had evolved under high parasitism rates while total hemocytes was 2.5 times higher (Figure 5—figure supplement 4). This fast increase in circulating hemocytes numbers is likely explained by a combination of cell proliferation and relocation of sessile hemocytes into circulation, since lymph glands take longer to respond to parasitism (Sorrentino et al., 2002). Altogether, these results support the hypothesis that constitutive activation of immune defences allows hosts to mount more rapid immune responses.

## Discussion

Our results support the hypothesis that natural selection favours constitutive defences when infection is common (Boots and Best, 2018; Shudo and Iwasa, 2001; Westra et al., 2015) by demonstrating that an inducible immune response becomes constitutive when populations frequently encounter a parasite. The induced immune response to parasitoids relies on the differentiation of lamellocytes from embryonic-derived plasmatocytes, lymph gland prohemocytes (Honti et al., 2014) and lymph gland plasmatocytes (Cho et al., 2020). Evidence for immature lamellocytes during infection has previously come from patterns of marker gene expression (Anderl et al., 2016; Honti et al., 2010) and recent scRNAseq data (Cattenoz et al., 2020; Tattikota et al., 2020). Our results show that *Drosophila* populations evolve to produce these cells constitutively if they are frequently exposed to infection. Our results contrast with populations evolved with high levels of parasitism by the parasitoid wasp *Asobara tabida*, where there was no significant overlap of differentially expressed genes between selection and infection (Wertheim et al., 2011). These results were generated by sequencing RNA extracted from the whole larval body (Wertheim et al., 2011), so it is likely they may have missed changes in gene expression that occur in only a subset of immune cells. The difference between the studies could also result from the different genetic basis of resistance to the two wasp species (Poirie et al., 2000).

The change in the transcriptional state of constitutive cells was not accompanied by morphological differentiation, suggesting that populations that adapt to high parasitism rates have their cellular immune defences in a state of readiness, with the final step of massive lamellocyte differentiation remaining an inducible response. Genes involved in cytoskeleton dynamics such as *βTub60D* and *shot* are among the genes with the greatest increases in expression as lamellocytes differentiate (Figure 4—figure supplement 1C, Supplementary file 5) and these may be required for the final step of changing cell shape (Rizki and Rizki, 1994). Furthermore, the late stages of the immune response were not qualitatively altered after selection. 

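In LAM3, betaTub60D (FBgn0003888, for which the reference gives no position) was at 16990 ± 3799 TMM CPM and in PLASM1 at 1953 ± 1189 TMM CPM (SD, n = 8 libraries each), a log2 fold change of 3.36 (standard error 0.53, adjusted p = 5.78e-05 from edgeR with Benjamini-Hochberg adjustment). It stayed between 2.98 and 3.61 with each library left out in turn. shot (FBgn0013733, chromosome 2R from 13864237 to 13942110) was at 12950 ± 7261 TMM CPM in LAM3 and at 1512 ± 1154 TMM CPM in PLASM1 (SD, n = 8 each), a log2 fold change of 3.31 (standard error 0.34, adjusted p = 1.06e-06 from the same edgeR test). With libraries left out it stayed between 3.03 and 3.55.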

Populations from both selection regimes had very similar hemocyte compositions in the late stages of the response, which is similar to patterns reported from populations artificially selected with *Asobara tabida* (Salazar-Jaramillo et al., 2017).

Evolving resistance to parasitoid wasps is costly in *Drosophila* (Fellowes et al., 1998; Kraaijeveld and Godfray, 1997; McGonigle et al., 2017), so inducible immunity may be an adaptation that allows uninfected individuals to avoid this cost under low parasitism conditions. The physiological mechanism that causes the cost is unknown. It is possible that the differentiation of immature lamellocytes diverts resources from other fitness-related traits as lamellocyte differentiation is energy-demanding (Bajgar et al., 2015). Trehalose is the most abundant circulating sugar in insects, and it can be cleaved into glucose by the enzyme trehalase (Mattila and Hietakangas, 2017). 

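Treh, the gene of trehalase (FBgn0003748), lies on chromosome 2R of BDGP6 from 21074018 to 21088945 and overlaps Rbpn-5 on the other strand. In the no parasitism populations it rose from 472 ± 77.1 to 1580 ± 373 TMM CPM after infection (SD, n = 2 libraries each), a log2 fold change of 1.74 (standard error 0.47, adjusted p = 0.248 from edgeR with Benjamini-Hochberg adjustment). Tret1-1 (FBgn0050035, chromosome 2R from 11665768 to 11674782, overlapping Roc2 on the other strand) rose from 271 ± 6.19 to 696 ± 164 TMM CPM (SD, n = 2 each), a log2 fold change of 1.36 (standard error 0.43, adjusted p = 0.271 from edgeR). DESeq2 called both genes. With all 12 libraries the change of Tret1-1 reversed to -0.07 and that of Treh was 0.16. Labels of the 2 no parasitism libraries added there may be exchanged. The one labelled infected kept only 26 cells, so these values decide little. In the high parasitism populations the log2 fold changes after infection were -0.12 for Treh (standard error 0.46) and 0.05 for Tret1-1 (standard error 0.42), both with adjusted p = 0.999 from edgeR. These signs depend on single libraries: Treh was at 0.40 without the infected and 0.41 without the uninfected library of replicate 1, and Tret1-1 at -0.48 without the infected and -0.30 without the uninfected library of replicate 3.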

In support of previous results, we found that *Trehalase* and the trehalose transporter *Tret1-1* are upregulated in hemocytes after parasitoid infection (Figure 2; Bajgar et al., 2015). Together with increased expression of glycolysis genes after infection, this is thought to redirect energy from development to immunity (Bajgar et al., 2015). 

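In uninfected high parasitism larvae Treh was at 1511 ± 654 TMM CPM (SD, n = 2 libraries), a log2 fold change of 1.68 over uninfected no parasitism larvae (standard error 0.47, adjusted p = 0.693 from edgeR with Benjamini-Hochberg adjustment). Tret1-1 was at 689 ± 294 TMM CPM (SD, n = 2), a log2 fold change of 1.35 (standard error 0.43, adjusted p = 0.762 from edgeR). DESeq2 called Treh but not Tret1-1. The rise was larger in the population of replicate 1, and without its uninfected high parasitism library the log2 fold changes were 1.16 for Treh and 0.84 for Tret1-1. Infected high parasitism larvae had combined log2 fold changes over uninfected no parasitism larvae of 1.55 for Treh (standard error 0.47, adjusted p = 0.196 from edgeR) and 1.40 for Tret1-1 (standard error 0.43, adjusted p = 0.202 from edgeR), and DESeq2 called both. Both were 0.84 without the infected high parasitism library of replicate 3. With all 12 libraries they were 0.28 and 0.18, and for selection 0.44 and 0.35. Both sets of values include the uninfected no parasitism library whose label may be exchanged.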

We found that these genes are also upregulated in uninfected larvae after adaptation to high parasitism pressure (Figure 2). This suggests that the metabolic cost of immunity may be borne by uninfected flies in our resistant populations, potentially contributing to the cost of evolving resistance.

After infection, whether the host or parasitoid survives is a race between parasitoid development and the formation of a cellular capsule by the immune system (Kim-Jo et al., 2019). To increase their success, parasitoid wasps inject venom proteins and virus like particles (VLPs) during oviposition to suppress the host immune system (Labrosse et al., 2003). These factors affect different components of the immune system (Poirié et al., 2014), with the *L. boulardi* strain used in this study affecting lamellocyte differentiation (Leitão et al., 2019). Thus, resistant populations must circumvent the suppressive effects of the wasp venoms and VLPs, and constitutive activation of cellular immunity may be a way to achieve this by killing the parasite before immunity is suppressed.

We find that populations adapted to high levels of parasitism evolved two phenotypes that likely explain their higher resistance. Firstly, they produce more hemocytes in homeostasis, which leads to a faster increase in circulating hemocytes in early time points of infection. Secondly, they produce lamellocytes more rapidly upon infection, likely largely due to the constitutive production of immature lamellocytes. Furthermore, cytotoxic molecules could be more readily available as there is an increase in the constitutive expression of *PPO3* in populations adapted to high rates of parasitism. *PPO3* encodes an intracellular prophenoloxidase produced by lamellocytes that, when activated, is responsible for the capsule melanization (Dudzic et al., 2015). We conclude that the constitutive activation of the cellular immune response likely explains the greatly increased resistance of populations adapted to high rates of parasitism.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Software, algorithm	GitHub	https://github.com/	RRID:SCR_002630	
Software, algorithm	LSD	Schwalb et al., 2020		https://cran.r-project.org/web/packages/ LSD/index.html
Software, algorithm	MAST	Finak et al., 2015; https://doi.org/10.1186/s13059-015-0844-5		
Software, algorithm	tidymodels	Kuhn and Wickham, 2020; https://www.tidymodels.org/.		https://www.tidymodels.org/
Software, algorithm	ranger	doi:10.18637/jss.v077.i01	RRID:SCR_017344	https://cran.r-project.org/web/packages/ranger/index.html Version 0.12.1
Software, algorithm	R	http://www.r-project.org/	RRID:SCR_001905	Versions 3.6 and 4
Software, algorithm	EBI database	doi: 10.1093/nar/gkz268.	RRID:SCR_004727	
Software, algorithm	Sequence Read Archive	http://www.ncbi.nlm.nih.gov/sra	RRID:SCR_004891	
Software, algorithm	pheatmap	https://www.rdocumentation.org/packages/pheatmap/versions/0.2/topics/pheatmap	RRID:SCR_016418	
Software, algorithm	ArrayExpress	http://www.ebi.ac.uk/arrayexpress/	RRID:SCR_002964	
Software, algorithm	Gene Expression Omnibus	https://www.ncbi.nlm.nih.gov/geo/	RRID:SCR_005012	
Software, algorithm	REViGO	doi: 10.1371/journal.pone.0021800.	RRID:SCR_005825	
Software, algorithm	gridExtra	Auguie, 2017; https://CRAN.R-project.org/package=gridExtra		https://cran.r-project.org/web/packages/gridExtra/index.html
Software, algorithm	cowplot	cran	RRID:SCR_018081	https://cran.r-project.org/web/packages/cowplot/index.html version 1.0.0
Software, algorithm	tidyverse	cran	RRID:SCR_019186	https://CRAN.R-project.org/package=tidyverse version 1.3.0
Software, algorithm	limma	doi: 10.1093/nar/gkv007.	RRID:SCR_010943	Version 3.44.3
Software, algorithm	Slingshot	doi: 10.1186/s12864-018-4772-0.	RRID:SCR_017012	Version 1.6.1
Software, algorithm	KEGG	doi: 10.1093/nar/gkj102.	RRID:SCR_012773	
Software, algorithm	Reactome	doi: 10.1093/nar/gkv1351.	RRID:SCR_003485	
Software, algorithm	Cell Ranger	https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome	RRID:SCR_017344	Version 2.1.1
Software, algorithm	Seurat	doi:10.1016/j.cell.2019.05.031	RRID:SCR_007322	Version 3.1.1
Software, algorithm	Flymine	doi:10.1186/gb-2007-8-7-r129	RRID:SCR_002694	v51 2020 December
Strain, strain background (*Drosophila melanogaster*)	CAMOP3	This paper	CAMOP3	Outbred population of *D. melanogaster*
Antibody	anti-Atilla (mouse monoclonal)	doi: 10.1556/ABiol.58.2007.Suppl.8	L1	1 in 100
Antibody	anti-alphaPS4 (rabbit polyclonal)	doi: 10.1038/nature05650		1 in 200
Antibody	anti-Mys (mouse monoclonal)	Developmental Studies Hybridoma Bank	RRID:AB_528310C; Cat#:F.6G11c	1 in 100
Sequence-based reagent	PPO3_qPCR_2_Fw	This paper	qPCR primers	GATGTGGACCGGCCTAACAA
Sequence-based reagent	PPO3_qPCR_2_Rev	This paper	qPCR primers	GATGCCCTTAGCGTCATCCA
Sequence-based reagent	atilla_qPCR2_Fw	This paper	qPCR primers	ACCCACCAAATATGCTGAAACA
Sequence-based reagent	atilla_qPCR2_Rv	This paper	qPCR primers	TTGATGGCCGATGCACTGT
Sequence-based reagent	RpL32_qPCR_F-d	https://doi.org/10.1371/journal.ppat.1004728	qPCR primers	TGCTAAGCTGTCGCACAAATGG
Sequence-based reagent	RpL_qPCR_R-h	https://doi.org/10.1371/journal.ppat.1004728	qPCR primers	TGCGCTTGTTCGATCCGTAAC
Other	Phalloidin staining	Invitrogen	RRID:AB_2315633; Cat. #: A12381	1 in 2000
Other	Mineral oil	Sigma-Aldrich	Cat#: M5904	

### Artificial selection

An outcrossed *D. melanogaster* population was founded from the progeny of 377 females collected in July 2018 from banana and yeast traps set up in an allotment plot in Cambridge, UK (52°12’12.5”N 0°09’00.6”E). Single females were sorted into vials with cornmeal food (per 1200 ml water: 13 g agar, 105 g dextrose, 105 g maize, 23 g yeast, 35 ml Nipagin 10% w/v) to create isofemale lines. From the progeny of each isofemale line, 5 females and five males lines were sorted into a population cage to create the source population with 3770 flies. Flies from the source population were allowed to lay eggs overnight in 90 mm agar plates (per 1500 ml water: 45 g agar, 50 g dextrose, 500 ml apple juice, 30 ml Nipagin 10% w/v) spread with yeast paste (*Saccharomyces cerevisiae* – Sigma-Aldrich #YSC2). Eggs were removed from the agar plate with phosphate- buffered saline (PBS) and a paintbrush, collected in 15 ml centrifuge tubes and allowed to settle on the bottom of the tube. 500 μl of egg solution were transferred into a 1.5 ml microcentrifuge tube. 5 μl of egg solution were transferred into plastic vials with cornmeal food and incubated at 25**°**C, in a 14-hr light/10-hr dark cycle and 70% humidity. 48 hr after egg transfer, a single female wasp was added into vials for infection treatments and allowed to infect larvae for 24 hr. Vials from infection and no infection treatments were incubated for 12 days in total. Flies from infection treatment with visible capsules were collected and randomly sorted into triplicate selection lines (NSRef1-3). Flies from no infection treatment were sorted into triplicate control populations (C1-3). Consecutive generations of selection were maintained with the same protocol described. Population sizes were maintained at 200 adult flies for all populations, at roughly 50% sex ratio.

### Estimation of encapsulation ratio

To determine encapsulation ability, 10 vials per line were prepared without infection and 20 vials with infection according to the selection protocol described above. Flies emerging from the no infection vials (control flies) were counted. Flies from infected vials were discriminated for the presence/absence of capsules by squishing anaesthetized flies between two glass slides and observing under a dissecting microscope. Encapsulation ratio was calculated according to the formula:

$$Encapsulation\;Ratio=\;\frac{Capsules}{Control-Uninfected}$$

In the formula, Capsules represent the mean number of flies from infection vials with visible capsules and Uninfected represent the mean number of flies with no discernable capsule. Control represent the mean number of flies from vials with no infection. With this method we have an estimate of proportion of infected flies with successful encapsulation per line.

### Wasp maintenance

Leptopilina boulardi strain NSRef (Varaldi et al., 2006) was maintained in a very susceptible *D. melanogaster* outbreed population named CAMOP2. Cornmeal vials were prepared with 6 μl of eggs as described above. Two female wasps and one male were added to each vial. Vials were incubated for 24 days at 25**°**C, in a 14-hr light/10-hr dark cycle and 70% humidity. Adult wasps were collected and maintained in cornmeal vials with a drop of honey.

### Oil injection

Egg solutions were prepared in 1.5 ml microcentrifuge tubes as described above. 15 μl of eggs were transferred into 50 mm diameter plastic plates with cornmeal food. Plates were incubated for 72 hr at 25**°**C. Borosilicate glass 3.5’ capillaries (Drummond Scientific Co. 3-000-203-G/X) were pulled to form thin needles in a needle puller (Narishige PC-10). The needle was backfilled with paraffin oil (Sigma-Aldrich #M5904) with a syringe and attached to a nanoinjector (Drummond Scientific Co. Nonoject II). Late 2nd instar and early 3rd instar larvae were carefully removed with forceps from cornmeal food plates and placed on filter paper, in groups of 20. Larvae were carefully injected with 4.6 nl of oil. After injection, _dd_H_2_0 was added with a brush to remove the larvae and a total of 40 larvae were transferred into a cornmeal food vial and incubated at 25**°**C. After 48 hr larvae were removed with a 15% w/v sugar solution and transferred into _dd_H_2_O droplets on top of a plastic plate. Larvae were observed under a dissecting microscope and scored for the presence of melanization in the oil droplet.

### Hemocyte counts

To estimate hemocyte concentration, eggs were transferred into cornmeal vials following the artificial selection protocol described above and incubated at 25**°**C. In infection treatment vials, three female wasps were allowed to infect larvae for 3-hr, 48-hr post-egg transfer. This protocol guarantees a high infection ratio (Leitão et al., 2019) and reduces the time window for the treatment. To count hemocytes during the course of experimental evolution, vials were incubated 48 hr post infection. To estimate hemocyte numbers during the course of infection, vials were incubated for 12-, 24-, 36-, and 48-hr post-infection. Third instar larvae were collected from the food vials, washed in _dd_H_2_O, dried in filter paper and transferred to a multispot porcelain plate in groups of 10. Hemolymph was collected by tearing the larval cuticle from the ventral side. 2 μl of hemolymph were rapidly collected and diluted in 8 μl of Neutral Red (1.65 g/L PBS – Sigma-Aldrich #N2889) to help visualize the cells. The diluted hemolymph was transferred into a Thoma chamber and the number of hemocytes in 0.1 μl was counted. Plasmatocytes and lamellocytes were distinguished by morphology (Rizki, 1957). To relocate hemocytes from sessile compartments into circulation, groups of 10 larvae were transferred into a 2 ml microcentrifuge tube with 0.5 ml water and 0.5 g of glass beads (425–600 μm, Sigma #G9268). The tubes were then vortexed at maximum speed for 1 min (Petraki et al., 2015) and larvae prepared for hemolymph collection as described above.

### Crystal cell counts

Third instar larvae were collected as described above, transferred to a microcentrifuge tube with 1 ml PBS and heated at 68**°**C for 15 min. This treatment induces the spontaneous activation of PPO in hemocytes, allowing the identification of sessile crystal cells (Dudzic et al., 2015). The posterior dorsal part of individual larvae was imaged and crystal cells on the A7 segment manually counted.

### Quantitative PCR

To analyse the expression of *PPO3* and *atilla*, RNA was extracted from hemocytes pooled from 50 to 70 larvae, 24-hr post infection. Larvae were cleaned in _dd_H_2_O, dried in filter paper and transferred into a well of a multispot porcelain plate with 100 μl of PBS. Hemolymph was collected by tearing the ventral side of the larval cuticle. Samples were homogenized in 400 μl TRIzol [Ambion #15596018] and kept at −80°C. For RNA extraction, samples were defrosted and centrifuged for 10 min at 4°C at 12.000 g. 160 μl of supernatant was transferred into 1.5 ml microcentrifuge tubes, 62.5 μl of chloroform [Fisher Scientific #C/4920/08] was added, tubes were shaken for 15 s and incubated for 3 min. After a 10 min of centrifugation at 12,000 g at 4°C, 66 μl of the aqueous phase was transferred into a 1.5 μl microcentrifuge tube, 156 μl of isopropanol [Honeywell #33539] added and the solution thoroughly mixed. After 10 min incubation samples were centrifuged for 10 min at 12.000 g at 4°C and the supernatant was removed. RNA was washed with 250 μl 70% ethanol, centrifuged for 2 min at 12.000 g at 4°C. Ethanol was removed, samples dried, 20 μl of nuclease-free water [Ambion #AM9930] was added and samples incubated at 45°C for 10 min. cDNA was prepared from RNA samples with GoScript reverse transcriptase (Promega) according to manufacturer's instructions. cDNA was diluted 1:10. Exonic primers for *D. melanogaster PPO3* and *atilla* were designed in NCBI Primer-BLAST online tool: (PPO3_qPCR_2_Fw: 5’-GATGTGGACCGGCCTAACAA-3’; PPO3_qPCR_2_Rev 5’-GATGCCCTTAGCGTCATCCA-3’; atilla_qPCR2_Fw: 5’- ACCCACCAAATATGCTGAAACA-3’; atilla_qPCR2_Rv: TTGATGGCCGATGCACTGT). The gene *RpL32* was used to normalize gene expression (RpL32_qPCR_F-d: 5’-TGCTAAGCTGTCGCACAAATGG-3’; RpL_qPCR_R-h 5’- TGCGCTTGTTCGATCCGTAAC-3’); (Longdon et al., 2015). Sensifast Hi-Rox SyBr kit (Bioline) was used to perform the RT-qPCR on a StepOnePlus system (ThermoFisher Scientific). Each sample was duplicated (qPCR technical replica). The PCR cycle was 95°C for 2 min followed by 40 cycles of 95°C for 5 s, 60°C for 30 s.

### Circulating hemocytes immunohistochemistry, image acquisition, and analysis

Larvae were prepared in the same conditions as for hemocyte counts, described above. Larvae were washed in _dd_H_2_O, dried on filter paper and transferred into a well of multispot porcelain plate with 25 μl PBS. Hemolymph was collected by tearing the ventral cuticle with forceps and the hemocyte suspension was transferred into a reaction well of a microscope slide (Marienfeld, #1216330). Samples were incubated for 30 min in a humid chamber, fixed for 20 min with 3.8% formaldehyde (Sigma-Aldrich #F8775) and washed three times with PBS. Cells were blocked and permeabilized with 0.01% Triton-X and 1% NGS diluted in PBS for 30 min and washed three times with PBS. Primary antibody against *atilla* (L1, 1:100, Kurucz et al., 2007) was added with 1% NGS overnight at 4°C. Primary antibody was washed with PBS for 5 min three times and secondary antibody (Alexa Fluor 488, anti-mouse, 1:1000) was applied overnight at 4°C. Cells were washed three times with PBS and stained with Hoechst 33342 (Invitrogen #H3570, 1 μg/ml) and phalloidin (Alexa Fluor 594, Invitrogen #A12381, dilution 1:2000) for 30 min. After cells were washed three times with PBS, cover slides were mounted with Vectashield (Vector laboratories).

Images were acquired in a Leica DM6000 fluorescence microscope with a 40x objective. Images were analysed with Fiji version 1.0 (Schindelin et al., 2012). Cells were identified based on actin and nuclear staining and manually outlined with the selection tool. Maximum intensity of *atilla* staining and length of the major axis was recorded for each cell. The threshold for staining intensity was obtained by measuring intensity of cells that were stained following the immunohistochemistry protocol (described above) but with no primary antibody. The threshold for cell size was obtained from an independent set of images where cells were measured and classified as lamellocytes.

### Lymph gland immunohistochemistry, image acquisition, and analysis

Lymph glands were dissected and processed as previously described (Krzemień et al., 2007). Antibodies used were rabbit anti-αPS4 (1/200) (Krzemień et al., 2007) and mouse anti-β Integrin (Mys) (Developmental Studies Hybridoma Bank, CF.6G11c, 1/100) (Irving et al., 2005). Immunostainings were performed as previously described (Louradour et al., 2017). Nuclei were labelled with DAPI. Optimized stacks were acquired using a Leica SP8 confocal with a 40X immersion objective. Each anterior lymph gland lobe was analysed manually. When more than two cells (Mys^+^, α-PS4^-^) or (Mys^+^, αPS4^+^) were quantified per anterior lobe, the latter was considered as containing immature (Mys^+^, αPS4^-^) or mature (Mys^+^,αPS4^+^) lamellocytes, respectively. The percentage of lymph glands corresponds to the number of anterior lobes having lamellocytes divided by the total number of anterior lobes analysed. At least 16 anterior lymph gland lobes were analysed per genotype.

### Statistical analysis

All statistical analyses were performed using R. Encapsulation proportions during artificial selection were arcsine transformed and analysed with a general linear mixed effects model where selection treatment, generation and the interaction term were considered fixed factors and population a random variable. Oil melanization proportions were arcsine transformed and selection regime was used as an explanatory variable in a linear model. To analyse *atilla* and *PPO3* expression from qPCR results we used mixed effects models with treatment, selection regime and the interaction term as fixed effects and population and generation as random variables. Total hemocyte counts and the arcsine transformed lamellocyte proportions were analysed with mixed effects models with treatment and selection regime as explanatory variables and population as a random variable. Crystal cell counts were analysed with a linear mixed effects model with selection regime and sex as explanatory variables and population and generation as random variables. The arcsine square root transformed proportions of cells considered atilla^+^ with immunohistochemistry staining were analysed with a linear model with treatment, selection regime, and the interaction term as explanatory variables. The disruption state and presence of immature and mature lamellocytes in lymph gland lobes were analysed with mixed effects models with treatment and selection regime as explanatory variables and population and larva as random variables. In all cases, significance was assessed with ANOVA.

### Hemocyte preparation for scRNAseq

Larvae from both selection regimes and infection treatments were obtained following the protocol for hemocyte counting, as described above. 80 to 140 larvae per biological replica were randomly selected, cleaned in PBS and dried on filter paper. Larvae were transferred into 200 μl PBS and dissected by tearing the ventral cuticle. 200 μl of hemocyte solution were collected and filtered (Flowmi cell strainer 70 μm). The cell suspension was carefully transferred into a 15 ml centrifuge tube with OptiPrep solution (Sigma-Aldrich D1556; 540 μl OptiPrep and 1460 μl PBS). Samples were centrifuged at 170 g for 20 min in a swinging bucket centrifuge at 4°C with no brake. The first two layers of 100 μl were then carefully removed and hemocytes were counted in a Thoma chamber. The sample fraction with more hemocytes was used for encapsulation in 10X single-cell platform at Cancer Research UK Cambridge Institute. Library preparation was performed with standard protocols of single-cell 3’ V2 chemistry 10X Genomics.

### Read alignments and cell detection

Demultiplexed FASTQ data files were aligned to a custom-built *D. melanogaster* reference obtained from FlyBase FB2018_02 Dmel Release 6.21 (Thurmond et al., 2019) and created using the Cell Ranger pipeline (RRID:SCR_017344) (https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome, last accessed 23-03-2020). Less than 1,000 cells were detected in libraries generated from control and selected populations in one of the three replicates (replicate two). This replicate was dropped in further analysis. 25,128 cells were identified across the two remaining replicates. The entire sequence of data filtering and clustering is listed in Figure 3—figure supplement 6. Most of the analyses were done in R versions 3.6 (R Development Core Team, 2018) and we used the Tidyverse (RRID:SCR_019186), gridExtra and cowplot (RRID:SCR_018081) packages to manipulate and plot the data.

### Normalization, integration, and dimensionality reduction

Seurat version 3.1.1 (Stuart et al., 2019) (RRID:SCR_007322) was used to process and analyse the single-cell count matrix. Unique molecular identifier (UMI) count matrices obtained from Cell Ranger were normalized using a scaling factor of 10,000 and log-normal transformation. 2000 highly variable genes (HVG) were discovered using the ‘vst’ method (Supplementary file 7). Count matrices from individual samples were integrated allowing for a maximum of 50 dimensions and 2000 anchor features.

We identified 281 cells that expressed fewer than 250 features or more than 2500 features and 5,387 cells that did not express either *He* or *Srp*, two pan-hemocyte markers (Banerjee et al., 2019). These cells were removed from the constituent samples. Following this, the count matrices were normalized, HVG were identified, and the samples were re-integrated.

### Mean fold change in gene expression

To combine data across cells to examine gene expression differences between treatments, we performed the data integration steps utilizing all possible anchors features in Seurat. In doing so, a total of 7716 genes were used for integrating the sample count matrices (Supplementary file 7). Fold changes in expression between treatments were obtained from the output of *FindMarkers* with min.pct and logfc.threshold both set to 0. The fold change was converted to a log_2_ scale and plotted using the R package LSD. We conduced gene ontology (Huang et al., 2009) enrichment analyses on the 173 genes that had at least a 50% change in transcript levels after infection or selection using the Flymine database and tool (Lyne et al., 2007) (RRID:SCR_002694) with the 7716 genes used as the background list.

### Clustering cells from scRNA-seq

Cells were clustered in Seurat. First, expression levels were scaled and percent mitochondria, number of features and UMI count per cell were regressed out. Then, we performed PCA and UMAP dimensionality reductions allowing for 50 dimensions. We did a first round of clustering using the ‘pca’ reduction and a clustering ‘resolution’ of 0.2. We identified markers upregulated in each cluster using the function *FindAllMarkers* with ‘min.pct’ and ‘logfc.threshold’ both set to 0.25 and tested for differential expression using MAST (Finak et al., 2015). We identified significantly enriched gene ontology categories (Huang et al., 2009) and KEGG (RRID:SCR_012773) and Reactome (RRID:SCR_003485) pathways (Fabregat et al., 2016; Kanehisa et al., 2006) in each cluster using upregulated cluster markers as query and the 2,000 HVG as the background list.

Enrichment analyses from the first round of clustering indicated one cluster, comprising of 28 cells, was highly enriched for male germ cell expressed genes (Supplementary file 8 - cluster 9). These cells were removed from the constituent sample count matrices and the data were re-integrated. In the second round of clustering, a ‘resolution’ of 0.3 was used and we discovered that cluster 9 (48 cells) and cluster 10 (41 cells) were enriched for genes associated with muscle and fat body tissues, respectively (Supplementary file 9). These cells were removed from the constituent sample count matrices and data were re-integrated. For round three of clustering, a ‘resolution’ of 0.3 was utilized. At this point, the 19,344 remaining cells were partitioned into nine clusters.

We identified the *D. melanogaster* orthologs of human cell cycle markers identified in Tirosh et al., 2016 using the EBI database (Madeira et al., 2019) (RRID:SCR_004727). The expression levels of these cell cycle genes were used to classify cells by phase using the function *CellCycleScoring* in Seurat. Regressing out the difference between the G2M and S phases had a minimal impact on the cell cluster classification for all but one cluster (Supplementary file 10). The greater discordance among the lamellocyte cluster CC-5 is due to the placement of cells differentiating along a single lineage into discrete clusters.

We tested if using all possible anchors rather than just the highly variable ones had an impact on data integration and clustering. Clustering the data set the 7716 anchors using the same resolution (0.3) largely revealed the same cell clusters save for the appearance of two very small clusters comprising of 113 and 56 cells (cluster 9 and 10 - Supplementary file 11). Also, this data set showed that the proportion of lamellocytes (represented by clusters 1,2,4, and 5) increased following high parasitism and infection (Figure 3—figure supplement 7) suggesting the choice of anchors did not result in erroneous patterns. When necessary, we converted the Flybase IDs to gene symbols using the org.Dm.eg.db database v.3.7 (Carlson, 2018). The R package reshape2 (Wickham, 2007) was used to estimate proportions of cells in each cluster.

### Subclustering lamellocytes

We performed subclustering on lamellocytes and their plasmatocyte progenitors to better resolve the trajectory of cell differentiation. Clusters 1, 2, 4, and 5 from round three clustering had enriched expression of described lamellocyte markers (*ItgaPS4*, *atilla*, *mys*, *PPO3* - Banerjee et al., 2019) and, therefore, these cells were isolated for subclustering (Figure 3—figure supplement 8A). Cluster 0 from round three clustering was identified as the progenitor plasmatocyte population based on the expression of five plasmatocyte markers (*Col4a1*, *Pxn*, *eater*, *Hml*, *NimC1* - Banerjee et al., 2019) and three cell cycle markers (*stg –* Edgar and O'Farrell, 1990, *polo –* Glover, 2005) and *scra –* (Oegema et al., 2000; Figure 3—figure supplement 8B).

The presumed lamellocytes and plasmatocyte progenitor were subset from the constituent sample count matrices. The cell count matrices for each sample were normalized and 2,000 HVG were found. Following this, dimensionality reduction and round one of subclustering was performed using a ‘resolution’ parameter of 0.3. In round one of subclustering, we identified 79 cells that were significantly enriched for markers representing crystal cells (Figure 3—figure supplement 8C and Supplementary file 12 - cluster 5). These cells were moved to the crystal cell cluster, and we did a second round of subclustering on the remaining cells. We followed the same data integration and clustering steps but used a resolution of 0.2. The original cluster identities for lamellocytes and plasmatocyte progenitor cells were replaced with their new identities inferred from the subclustering.

### Trajectory inference

We used the software Slingshot (Street et al., 2018) (RRID:SCR_017012) to conduct pseudotime analysis. We used all 50 PCA dimensions estimated from Seurat for trajectory inference and ensured lineages were not inferred past endpoints by setting stretch to 0. The cluster with the highest expression of the three cell cycle markers (*stg*, *polo* and *scra*) was set as starting cluster.

We identified genes that were differentially expressed between the starting and terminal clusters of lamellocyte differentiation (PLASM1 vs LAM3). We performed gene ontology enrichment on genes with log(e)FC >1 using the *goana* function, part of the R package ‘limma’ (Ritchie et al., 2015) (RRID:SCR_010943) with the 2000 HVG used as the background list. Gene set enrichment analyses were conducted separately on markers upregulated in the starting (PLASM1) and terminal clusters (LAM3). We removed redundant gene ontology terms using REVIGO (Supek et al., 2011) (RRID:SCR_005825) limiting false discovery rate adjusted P-values to 0.05 and similarity to 0.4. We produced heatmaps of the variable genes belonging to significantly enriched gene ontology categories using a custom modified version of the *DoHeatmap* function from Seurat v3 and grouped genes by mean cluster expression levels. For the heatmap, the log2 fold change gene expression levels were centred on their mean value and divided by their standard deviation. Smaller gene ontology categories whose membership consisted of genes that were wholly part of larger categories were not included in the heatmap plots.

The 2000 HVG were also utilized for identifying lineage markers. A random forest model was fit to identify the genes best able to predict the pseudotime values using R tidymodels. The R package ‘Ranger’ (Wright and Ziegler, 2017) was used for implementation of the random forest using 2000 trees and a min_n of 15. Variable importance was evaluated by the ‘altmann’ test (Altmann et al., 2010) using 100 permutations. We produced a heatmap of the top 100 lineage markers ranked by variable importance, as described in the preceding section.

### Cluster definitions

We performed pathway enrichment analyses on all non-lamellocyte clusters with the aim of defining them according to their inferred biological function. First, upregulated cluster markers were identified through pairwise differential expression tests. The cluster of interest was compared with PLASM1 using the function *FindMarkers* with ‘min.pct’ and ‘logfc.threshold’ both set to 0.25. Genes with significant upregulation in each cluster were identified using the MAST test statistic (Supplementary file 13) after performing Bonferroni correction on the obtained P-values. Markers upregulated in each cluster were used for pathway enrichment analysis. Markers for the plasmatocyte progenitor population were identified through comparisons to the cell types containing other plasmatocyte-type cells. These markers were used for pathway enrichment analyses using the Flymine database and tool (Lyne et al., 2007).

### Comparison to other scRNA-seq datasets

We compared our clusters of cells with clusters defined in two published scRNA-seq data sets generated from *D. melanogaster* larval hemocytes. We attained the expression and cell cluster data for Tattikota et al., 2020 from the gene expression omnibus (GEO) repository (RRID:SCR_005012) under accession GSE146596. We attained the expression and cell cluster data for Cattenoz et al., 2020 from the ArrayExpress repository (RRID:SCR_002964) under accession E‐MTAB‐8698. We used the expression and cluster identity data to create Seurat v3 objects and used Flybase IDs as feature names. For Cattenoz et al., 2020, we combined the the WI and NI data sets into a single object. We normalized the counts, identified 2000 HVG for each data set and scaled the data using the default options in Seurat v3. We performed a reference-based label transfer using the *FindTransferAnchors* and *TransferData* functions with a ‘cca’ reduction and L2 normalization. We compared the three data sets in pairs and alternated the reference and query for each comparison. We plot the proportion of cells in query clusters that were predicted to belong to a given reference cluster using the R package ‘pheatmap’ (RRID:SCR_002630).

## Data Availability

Unprocessed single cell sequence reads were deposited in the Sequence Read Archive (accession: SRP256887, Bioproject: PRJNA625925). Cell count matrices for all detected genes, cluster identities and processed scRNA-seq results were deposited into Gene Expression Omnibus (accession: GSE148826). The R script used to analyze the scRNA-seq data is available on Github (https://github.com/arunkumarramesh/dmel_scRNA_hemocyte; copy archived at https://archive.softwareheritage.org/swh:1:rev:6be24fd50d52e1a95baebb4228979d7223d141ae/). The following datasets were generated: LeitãoAArunkumarRDayJJigginsF2020Single cell sequencing reveals that constitutive activation of cellular immunity underlies the evolution of resistance to infectionNCBI Gene Expression OmnibusGSE14882610.7554/eLife.59095PMC778529333357377 ArunkumarRLeitãoABJigginsFM2020Constitutive activation of cellular immunity underlies the evolution of resistance to infection in DrosophilaNCBI Sequence Read ArchiveSRP25688710.7554/eLife.59095PMC778529333357377 ArunkumarRLeitãoABJigginsFM2020Constitutive activation of cellular immunity underlies the evolution of resistance to infection in DrosophilaNCBI BioProjectPRJNA62592510.7554/eLife.59095PMC778529333357377

How the deposited data were processed for this re-analysis (not part of the article)

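For each of 12 libraries the authors deposited raw counts of UMIs per gene and barcode, as Cell Ranger 2.1.1 wrote them against a custom reference made from FlyBase, without normalization. A further deposited table holds the raw counts of 19344 cells of 8 libraries that the authors filtered and clustered, for 12405 genes, and a column of another kind (other than a measurement), the authors' cluster name of each cell. The deposited tables of scaled values, integrated over libraries by the authors, were not used, because such values are not expression. Which regime, infection state and replicate a library has was taken from its label.

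Gene identifiers of the counts number 17493. Of these 17365 got their symbol from the reference annotation (BDGP6), 10 from the paper's tables, and 118 have none. Positions are those of the reference annotation, and genes that overlap a named gene were looked up in it. The counts were made by the authors against another release, so the borders of a gene may differ between them.

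Cells of the 8 libraries that the paper used were the barcodes with the most UMIs, as many per library as its Supplementary file 3 gives. In the libraries of replicate 2 they were the barcodes with at least 1/10 of the UMIs of the 99th percentile of the top 3000 barcodes, the rule of Cell Ranger 2, which gave 9512 cells. Cells with more than 250 and fewer than 2500 genes and at least 1 UMI of He or srp were kept. Near-empty droplets are barcodes with fewer than 50 UMIs that were called as a cell in no library. Scrublet (scanpy 1.11.5, 20 components) scored doublets. Its automatic threshold marked 1 to 5 cells in each of the 8 libraries that the paper used. As many of the highest scores were therefore marked as a rate of 0.8% per 1000 cells gives. In 2 small libraries of replicate 2 the automatic threshold marked more cells than this rate. It marked 5 of 42 in the infected no parasitism library (0 by the rate) and 13 of 339 in the uninfected high parasitism library (1 by the rate).

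Cluster names come from the deposited table, matched by barcode. The plan had been to cluster the cells anew with removal of contaminating clusters and a second round, and the deposited names were used instead once the table had been read. Clustering anew was kept as an alternative, in a single round: Seurat 5.3.0, log normalization with factor 10000, 2000 variable genes, anchor integration with 50 dimensions (20 for all 12 libraries, with a filter of 25 and a weight of 20 neighbours), regression of mitochondrial percentage, genes and UMIs, and resolutions of 0.3, 0.2 and 0.5. A cluster took the name that more of its cells have in the deposited table than any other. Reciprocal PCA, no regression, down-sampling to the smallest library, leaving out the 6 lamellocyte markers (atilla, PPO3, ItgaPS4, mys, shot and betaTub60D) and leaving out the genes called by DESeq2 as well were run in the same way.

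UMIs were summed over the kept cells of a library and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, two-sided, Benjamini-Hochberg adjustment, calls at 0.05) with 4 groups in 1 fit, and with DESeq2 1.42.0 as the alternative. edgeR's fold changes have its default prior count. A prior count of 2 was set only in the log2 CPM of single libraries. A 50% change is a fold change of at least 1.5 either way. LAM3 was tested against PLASM1 on sums per library and cluster with the library as a block. Each analysis was run on simulated counts with known changes in 200 genes, and the comparison of induced and constitutive changes on 50 sets of simulated unchanged groups that share the same control libraries. Shares of clusters were compared with exact two-sided permutation tests, where 3 libraries against 3 cannot go below p = 0.1. Steps between clusters used exact two-sided sign flips over the 8 libraries, with a pseudocount of 1.

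Libraries of the same number and regime come from the same population. Across 3906 genes, the replicate differences of infected and uninfected libraries had r = 0.463 in the no parasitism and 0.478 in the high parasitism populations, and those of the regimes, which share no population, had r = 0.386 in uninfected and 0.554 in infected larvae. With 3 populations per regime r ranged from -0.196 to 0.148 in the no parasitism and from 0.0358 to 0.613 in the high parasitism populations. Between the regimes it was 0.204, 0.405 and 0.621 in uninfected and 0.290, 0.144 and 0.206 in infected larvae for replicates 1, 2 and 3, all above 0.1, as a batch shared by libraries of the same number would give. The replicate number was therefore read as pairing the libraries of the regimes, and the population those of infected and uninfected larvae.

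The genes named are those that the paper's results, discussion or figures name and, for each comparison, the 3 with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.05, at least 16 CPM and the same sign in both pairs of replicates. The paper's tables had been read when this rule was written. NaPi-III, DptB, Mtk, AttC, IBIN and Peritrophin-A where discussed beyond it were chosen after their values were seen. Lists of marker genes were fixed in advance for plasmatocytes, crystal cells, antimicrobial peptides, lamellocytes, male germ line, muscle and fat body, as were 10 S and 12 G2/M genes of the cell cycle. Software also included Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and Matrix 1.6.5. The source data of Figure 2 was read as far as it is held, 1999 of 7716 genes.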

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

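Every test of an explanation reported here, and the level of 10 lamellocyte marker UMIs out of 800, was chosen after the result that it weighs was seen.

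PPO3 stood apart in the uninfected high parasitism library of replicate 1. Its level there was 10756 CPM in LAM3 (next highest of the 8 libraries 3757), 5704 CPM in LAM2 (next 3138) and 593 CPM in PLASM2 (next 284). The G2/M genes in LAM3 stood apart in the uninfected high parasitism library of replicate 3, at 124 CPM (next 68.8). These are 4 of 22 sets of 8 libraries in which the highest or lowest library was compared with its neighbour, where chance gives about 1 in 20, or 1.1. Counting error does not explain PPO3 in LAM3, whose lower 95% limit (exact Poisson, 14072 UMIs) was 10579 CPM. More mature lamellocytes within the cluster would raise atilla too, but atilla in LAM3 of that library was at 7738 CPM, within the range of the other libraries (5516 to 8326). The level in PLASM2 may come from free RNA, since near-empty droplets of that library held 2556 CPM of PPO3, against at most 1312 in the others. For the G2/M genes doublets may contribute: without marked doublets the level was 83.1 CPM, still the highest (others at most 58.0, 144 UMIs in that library with doublets). A difference between populations of the high parasitism regime stays open for PPO3 in LAM2 and LAM3 and was not tested.

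The paper left out the libraries of replicate 2, in which cells with at least 10 lamellocyte marker UMIs out of 800 were more frequent than in the uninfected no parasitism libraries of replicates 1 and 3 (20.7% and 14.0%). Their share was 66.9% (95% Wilson interval 63.7 to 69.9) in the library labelled uninfected of the no parasitism population C2, 55.1% (44.7 to 65.0; 49 of 89 cells) in the uninfected high parasitism library, and 36.7% (35.2 to 38.2) in the infected high parasitism library. The library labelled infected of C2 had 5 of 20 cells (25.0%, 11.2 to 46.9), too few to set it apart from those 2 libraries. For the high parasitism libraries of replicate 2, thinning sets depth equal and no other technical explanation was tested, so a technical cause is not excluded.

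In the library labelled uninfected of C2, DptB was at 54.6 CPM, against at most 4.00 CPM in the other 5 uninfected libraries and 40.0 to 235 CPM in the other 5 infected ones. Its 6 lamellocyte markers came to 27870 CPM, the highest of the 12 libraries (next 25207). A mixture of whole libraries could not exceed its sources. Hopped UMIs of lamellocyte barcodes alone could, so this comparison does not exclude index hopping. Depth does not explain the cells rich in markers, of which there were 66.9% after thinning every cell to 800 UMIs. Without the filter on He and srp the markers came to 25012 CPM, against at most 22117 CPM in the other libraries, so that filter is not the cause. A stable trait of the population is argued against by the paper's quantitative PCR of C2 larvae in other generations. The smallest of 4 differences in delta Ct of atilla or PPO3 between uninfected and infected larvae was 2.37 (the paper's values; the others 2.46, 2.78 and 3.00), so that both genes rose after infection there. An exchange of the labels of both C2 libraries may explain the pattern: in near-empty droplets of the library labelled infected, the lamellocyte markers were at 2575 CPM, below the other 5 infected libraries (10529 to 14157), and DptB was at 6.12 CPM, against 28.8 to 109 in those and 5.30 to 14.4 in the other uninfected libraries. Its kept cells had 0 UMIs of DptB, but 3 of its 46507 UMIs would be 64.5 CPM, so that they decide nothing. No library was relabelled, and every result drawn from these libraries uses the labels as deposited. A biological cause, such as an infection in the larvae labelled uninfected, was not tested.

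Genes that the paper does not discuss rose in all 4 infected libraries of replicates 1 and 3. The lowest infected library had 40.0 CPM of DptB (highest uninfected 4.00), 22.3 CPM of Mtk, which the paper names for the AMP cluster only (highest uninfected 12.8), and 2.71 CPM of AttC (highest uninfected 0.143). Each gene gives an exact two-sided permutation p = 0.0286, the smallest that 4 libraries against 4 allow, and the genes were chosen after their values were seen. The permutation sets aside that libraries pair by population, where sign flips over 4 populations cannot go below p = 0.125. The AMP cluster held 76.9% of the UMIs of DptB, 67.6% of Mtk and 81.1% of AttC. A larger share of AMP cells is not enough to explain this, since DptB within the AMP cluster was at 4226 to 13459 CPM in infected and at most 128 CPM in uninfected libraries. Free RNA of the fat body would put more of DptB into near-empty droplets than into cells, as it does for the lists of fat body, muscle and male germ line genes (ratio of cells to droplets at most 0.378). The lowest ratio in the 4 infected libraries was 1.31 for DptB, 0.673 for Mtk and 0.669 for AttC. For Mtk and AttC this lies above the lists but below 1, which argues against free RNA as the whole of their level and leaves it open for a part. Parasitoid infection itself and bacteria that enter with the parasitoid both stay open as biological hypotheses, and neither was tested.

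Peritrophin-A had at least 22.3 CPM in the 4 high parasitism libraries of replicates 1 and 3. In the 4 no parasitism libraries it had at most 0.270 CPM. The gene was chosen after its values were seen. The libraries come from 2 populations per regime, and 2 against 2 cannot go below an exact p of 0.333, so no test is given. The paper does not discuss this gene. The infected library of the other high parasitism population had 0.447 CPM (5 of 11174313 UMIs), which selection acting alike in all 3 would not give, but a single library of the replicate that the paper left out excludes nothing. Free RNA of other tissues as the whole of it is argued against by a lowest ratio of cells to near-empty droplets of 0.584 over these 4 libraries, above the highest of the 3 tissue lists, and below 1, which leaves it open for a part. All clusters held its UMIs, with 47.8% of them in LAM3. Selection, and a genetic variant carried by 2 of the populations through selection or drift, both stay open, and the variant was not tested.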

How the results depend on the processing

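The main settings and most alternatives were chosen before the data were examined, except the source of the cluster names. The deposited names replaced the planned new clustering once the deposited table had been read. The tests chosen after the data were seen are cells of the authors' table only, the block by population, the count of genes of at least 16 CPM without a test, new clustering at resolution 0.3, clustering without the genes called by DESeq2, and the marker levels of 10 and 20 of 800 UMIs. In all, 88 results were computed under alternatives, which gave 1383 values. Of the values for comparisons, 564 stayed the same in direction and side of the threshold, 13 were weaker, 3 stronger, 178 moved and 38 reversed. Of the values for single genes, 504 stayed the same, 37 were weaker, 29 stronger, 7 moved and 10 reversed. Where no reason is given, the cause was not tested. The block by population called atilla for infection in the no parasitism populations (adjusted p = 0.0337). Apart from this and the counts given here, neither that block nor the block on replicates changed a call.

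The counts of called genes moved most without the filter for low counts, and they also depended on the tool. DESeq2 called 297 genes for infection in the no parasitism populations, 50 for selection, 52 for infection in the high parasitism populations, 10 between infected larvae of the regimes and 341 for selection and infection combined. With no filter for low counts these were 530, 150, 235, 83 and 690, and 15 for the difference between infection responses, where simulated unchanged libraries gave medians of 5, 6, 6.5, 9.5, 5 and 11.5. A block on replicates gave 4, 0, 17, 2 and 201 calls, and only the 2 groups compared in the fit 3, 1, 2, 0 and 500. A block by population gave 124 calls for infection in the no parasitism and 58 in the high parasitism populations (13 with all 12 libraries). All 12 libraries gave 2 calls for selection and 11 for the combined comparison. Without the He or srp filter there were 5 calls for infection in the high parasitism populations, 2 between infected larvae and 114 for the combined comparison. Cells of at least 1000 UMIs gave 2 calls between infected larvae, and doublets left out 0.

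With each library left out in turn, the counts ranged from 0 to 4 for infection in the no parasitism populations (4 without the infected library of replicate 3, 1 without either infected high parasitism library). For selection they ranged from 0 to 33 (33 without the uninfected high parasitism library of replicate 3, 2 without the infected no parasitism library of replicate 1). The range was 0 to 12 for infection in the high parasitism populations (12 without either infected no parasitism library, 2 without the infected high parasitism library of replicate 3), and 0 to 2 between infected larvae (2 without the infected high parasitism library of replicate 3, 1 without that of replicate 1, 0 without any other). For the combined comparison it was 0 to 231: 0 without either uninfected no parasitism library, 5 and 11 without the infected high parasitism libraries of replicates 1 and 3, 93 and 87 without the infected no parasitism libraries, and 231 and 201 without the uninfected high parasitism libraries. The counts between LAM3 and PLASM1 ranged from 3958 to 4306. In fits where a group keeps a single library, that library is assumed to vary like those of the other groups.

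The genes with at least a 50% change and the same direction after infection and selection numbered 307 with DESeq2, 500 without the filter, 2 with all 12 libraries, 2 with the replicate block, 3 with only the groups compared, 311 over pooled cells, 925 and 1772 in the splits of replicates, and 0 to 33 with libraries left out. No gene was called for infection or selection, so the slopes reported for the planned sets of called genes are those over all genes tested, 0.337 for the constitutive on the induced change and 0.532 for the infection response in the high on that in the no parasitism populations. Over called genes the former was 0.603 with DESeq2, 0.399 without the filter, -1.20 with the replicate block (reversed), and 0.736 with only the groups compared. Without calls it was 0.653 over pooled cells for genes with at least a 50% change, and for genes of at least 16 CPM 0.202 with the induced change from replicate 1 and the constitutive change from replicate 3, and 0.520 the other way round. With libraries left out, where any gene was called, the slope over called genes ran from -0.122 (reversed, without the infected no parasitism library of replicate 3) to 1.28 (without the uninfected high parasitism library of replicate 3). For genes of at least 16 CPM it ran from 0.295 (without replicate 1) to 0.939 (without replicate 3). The share of these genes with the same direction was 82.5% with all 12 libraries and 70.0% and 77.7% in the splits, and ran from 81.0% to 95.3% with libraries left out. The slope of the infection response in the high on that in the no parasitism populations was, over called genes, 0.557 with DESeq2, 0.596 without the filter, 2.06 with the replicate block, 0.420 with only the groups compared, and 0.739 with the population block. Without calls it was 0.418 over pooled cells, and 0.637 and 0.185 for genes with at least a 50% change chosen in replicates 1 and 3 and measured in the other. With libraries left out the slope over called genes was 0.766 in the only fit with called genes, and for genes of at least 16 CPM it ran from 0.124 (without replicate 3) to 0.627 (without the uninfected high parasitism library of replicate 1), with 0.166 without the infected no parasitism library of replicate 1 and 0.145 without the uninfected high parasitism library of replicate 3.

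The share of all lamellocyte clusters rose after infection in the no parasitism populations by 37.9 to 45.9 points with libraries left out, by 16.0 with all 12 libraries in groups of 3, and by 33.9 (at least 10 marker UMIs) or 22.1 (at least 20), and with all 12 libraries by 8.61 and 4.51. For selection the range was 19.0 to 36.1 points, with 15.3 for groups of 3, 12.5 at 20 marker UMIs, and 8.54 and 7.31 at 10 and 20 with all 12 libraries. For infection in the high parasitism populations it was -5.26 to 24.4 points, and the change reversed with all 12 libraries at 10 (-1.28) and 20 (-7.94) marker UMIs. Between infected larvae it was -7.01 to -2.52 points. This difference reversed after new clustering at resolutions 0.3 (1.04), 0.2 (0.634) and 0.5 (0.273), with doublets left out (0.615), without regression (2.01) and in groups of 3 (10.4), and was -1.22 with reciprocal PCA, -1.43 down-sampled, -0.239 without lamellocyte markers, -1.56 without these and the called genes, -0.652 with all 12 libraries clustered and -1.36 at 10 marker UMIs with them.

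LAM1 depended on the clustering. In the order of resolution 0.3, 0.2, 0.5, reciprocal PCA, markers left out, doublets left out, no regression and all 12 libraries clustered, its rise after infection in the no parasitism populations was 11.0, 11.0, 11.1, 9.96, 9.54, 8.91, 8.75 and 10.4 points. For selection, in the same order, it was 13.0, 13.5, 13.5, 12.2, 13.9, 13.1, 12.6 and 10.4, and 9.28 down-sampled. For infection in the high parasitism populations it was 3.91, 3.62, 3.78, -0.384 (reversed), 2.95, 2.94, 2.59 and 4.09, with 3.31 without markers and called genes and 4.49 in groups of 3. Between infected larvae it was 5.86, 6.13 and 6.10 at the 3 resolutions, 4.65 down-sampled, 7.30 without markers, 5.03 without markers and called genes, 7.09 without doublets, 6.45 without regression, 4.04 with all 12 libraries and 8.02 in groups of 3. With libraries left out the 4 changes ranged from 3.63 to 7.44, 4.26 to 8.05, -0.637 to 1.34 and -0.0276 to 1.97 points.

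LAM2 rose after infection in the no parasitism populations by 12.2 points with reciprocal PCA and 4.39 in groups of 3, and with selection by 8.68 in groups of 3. Between infected larvae its difference reversed at resolutions 0.2 (2.41) and 0.5 (2.53), with reciprocal PCA (6.66), down-sampled (0.520), with doublets left out (0.531), with all 12 libraries (2.83) and in groups of 3 (12.4). Its ranges with libraries left out were 15.9 to 24.6, 11.6 to 21.9, -6.62 to 11.6 and -9.38 to 7.29 points. LAM3 changed with selection by 2.29 points at resolution 0.3 and by -0.490 in groups of 3, and with infection in the high parasitism populations by -1.58 in groups of 3, both reversed. Its ranges were 5.79 to 26.3, 3.15 to 6.19, 2.00 to 11.4 and -11.8 to 2.40 points.

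The fall of PLASM1 after infection in the no parasitism populations was -19.1 (resolution 0.3), -20.1 (0.2), -21.0 (down-sampled), -20.1 (without markers), -19.0 (without markers and called genes), -19.9 (doublets left out), -18.4 (no regression), -18.3 (all 12 libraries) and -4.59 points (groups of 3), with a range of -16.3 to -11.5. With selection it was -16.4 down-sampled, -16.0 without markers and -16.7 without doublets (range -13.1 to -1.81). PLASM2 with selection was at -15.3, -14.7 and -15.5 points at resolutions 0.3, 0.2 and 0.5, -17.9 with reciprocal PCA, -11.3 down-sampled, -11.2 without markers and called genes, -10.3 without doublets, -16.5 without regression, -13.9 with all 12 libraries and -8.70 in groups of 3 (range -13.6 to -12.4), and after infection its range was -27.7 to -11.4. Crystal cells after infection were at -3.83 without markers, -3.40 without markers and called genes, -4.84 with all 12 libraries and 2.63 in groups of 3, reversed (range -4.64 to -4.00). With selection they were at -2.93, -4.57 and -1.21 for the last 3 settings (range -4.36 to -3.53). AMP reversed after infection when down-sampled (0.367) and with all 12 libraries (0.195), with ranges of -2.43 to 0.153 after infection and -2.96 to 0.0612 with selection. MET has no value at resolutions 0.3 and 0.2, down-sampled, without markers, without markers and called genes and without regression, where no cluster took its name. It was at -4.07 at resolution 0.5 and reversed in groups of 3 after infection (0.0937) and with selection (1.02), with ranges of -3.68 to -2.28 and -3.30 to -0.156.

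Along the lineage, the step of atilla from PLASM1 to LAM1 lost its threshold without any of the 4 no parasitism libraries or the infected high parasitism library of replicate 3, and the S genes' step from LAM1 to LAM2 without any library but the infected no parasitism and uninfected high parasitism ones of replicate 1. The step of PPO3 from PLASM1 to LAM1 passed its threshold when lamellocyte markers were left out of the clustering (2.88) or markers and called genes (2.96), and without the infected high parasitism library of replicate 1 (1.67). In cells thinned to 800 UMIs the S genes changed by -0.0341 from LAM1 to LAM2 (exact p = 0.812) and by 0.21 from PLASM1 to PLASM2 (exact p = 0.109), both no longer under 0.05, and the G2/M genes by -0.11 from PLASM1 to PLASM2. With libraries left out the steps from PLASM1 on ranged from 0.74 to 1.67, 1.38 to 1.60 and 0.48 to 0.59 for atilla, from 0.71 to 1.67, 1.13 to 1.37 and 0.38 to 0.50 for PPO3, from -1.16 to -0.89, -0.31 to -0.15 and -1.89 to -1.60 for the S genes (0.19 to 0.32 to PLASM2), and from -1.80 to -1.60, -1.37 to -1.20 and -1.14 to -0.85 for the G2/M genes (-0.0336 to 0.0749 to PLASM2).

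Among single genes, Tret1-1 reversed after infection with all 12 libraries (-0.0685 in the no parasitism and -0.18 in the high parasitism populations), with the replicate block (-0.0082 in the latter) and with the population block over 12 libraries (-0.21). With libraries left out, infection in the high parasitism populations ranged from -0.10 to 0.70 for atilla (reversed without the uninfected library of replicate 3), -1.003 to 0.986 for PPO3 (reversed without the uninfected library of replicate 1), -0.81 to 0.41 for Treh (without either library of replicate 1, 0.40 and 0.41) and -0.48 to 0.59 for Tret1-1 (without either library of replicate 3, -0.48 and -0.30).

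Depth limits what the smallest libraries can show. Thinning to 800 UMIs left out 232 cells of the uninfected no parasitism library of replicate 1, 316 and 6 cells of the C2 libraries labelled uninfected and infected, and 70 cells of the uninfected high parasitism library of replicate 2. Intervals of shares cover counting error only.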

Differences from the paper's values

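The alternatives named here were set before the data were examined, except where said otherwise. The paper's fold changes were taken over cells, from values integrated over the libraries with the genes of Supplementary file 7, of which only a part was held, and this integration was not repeated. The values here take libraries as replicates and raw UMI counts.

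The paper counts 173 genes with at least a 50% change after infection or selection, by fold change alone and without a stated test. By fold change alone 319 were found here over pooled cells, and 1322 of at least 16 CPM over libraries, a count chosen after the data were seen. The count set in advance also asks for a call, which makes it a stricter one, and was 0 (edgeR; 1059 genes for infection and 448 for selection at an unadjusted p under 0.05). None of the alternatives falls within 1.5 times the paper's count. DESeq2 gave 321 genes, no filter for low counts 574, all 12 libraries 2, a block on replicates 4, only the groups compared in the fit 3, and leaving out each library in turn 0 to 33. Taken without a test, the counts were 319 over pooled cells, 1322 with the induced change from replicate 1 and the constitutive change from replicate 3, and 2282 the other way round. The alternatives on cells (no He or srp filter, Cell Ranger's rule, at least 1000 UMIs, no mitochondrial or ribosomal RNA genes, doublets left out) differ from it too.

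For the direction of change the paper states that all 173 genes had the same one after infection and selection, where 0 genes qualified here under the stricter count. No alternative comes within 1.5 times the paper's count: DESeq2 gave 307 genes with the same direction, no filter for low counts 500, all 12 libraries 2, a block on replicates 2, only the groups compared 3, leaving out libraries 0 to 33, pooled cells 311, and the splits of replicates 925 and 1772. As a share, the paper's is 100%, and pooled cells gave 97.5%.

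In the comparison with the change from PLASM1 to LAM3 the paper's count of genes with the same direction is 168, against 0 here, because no gene qualified under the stricter count. Pooled cells gave 296 and DESeq2 284, and no alternative comes within 1.5 times the paper's count.

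A log2 fold change is said to differ from the paper's where the signs differ or where the gap exceeds the SD between replicates 1 and 3, which is given for each gene and rests on 2 values. The paper's log2 fold change of atilla after infection in the no parasitism populations is 1.20, and 1.51 was found here (SD 0.0177). Every alternative differs from the paper's by more than that small SD, from 0.28 (all 12 libraries) to 1.75 (no He or srp filter), and the nearest was 1.36 (without the infected library of replicate 3).

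For PPO3 after infection in the no parasitism populations the paper's value is 1.47, and 1.68 was found here (SD 0.116). The values without the uninfected library of replicate 1 (1.53), without the infected library of replicate 3 (1.39) and with cells of at least 1000 UMIs (1.55) do not differ from the paper's, and those of the other alternatives do. After infection in the high parasitism populations the paper's value for PPO3 is 0.32, and -0.35 was found here (SD 1.48, so that only the sign differs). The value without the uninfected high parasitism library of replicate 1 (0.99) has the paper's sign and does not differ. For selection and infection combined the paper's value for PPO3 is 1.19, and 2.12 was found here (SD 0.247), with every alternative different from the paper's.

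For Treh after infection in the no parasitism populations the paper's value is 1.13, and 1.74 was found here (SD 0.107), and every alternative differs from the paper's. The paper's value of Treh for selection is 0.70, and 1.68 was found here (SD 0.882). The values with all 12 libraries (0.44), without the uninfected library of replicate 1 of the no parasitism (1.49) or high parasitism (1.16) populations, with cells of at least 1000 UMIs (1.53) and over pooled cells (1.42) do not differ from it, and those of the other alternatives do. After infection in the high parasitism populations the paper's value for Treh is 0.27, and -0.12 was found here (SD 1.57, so that only the sign differs). Without the infected (0.40) or the uninfected (0.41) library of replicate 1 it does not differ, and under the other alternatives it does.

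The paper reports atilla, PPO3, Treh and Tret1-1 as changed by infection. In the no parasitism populations the log2 fold change of all 4 was above 0 here, but edgeR called none of them. DESeq2 called all 4, and it also called PPO3 and Treh for selection. The paper names Hsp24 for the MET cluster. No gene of that name is in the counts, and Hsp23 was above the mean of the other clusters there in 6 of 8 libraries. The paper's text gives a number of PLASM1 cells that differs by a few from the 5721 of the deposited table, and a largest library that differs by a few from the 3461 found here. It speaks of more clusters than the 8 that the table names. The paper's text counts 25128 cells over the 8 libraries, 281 outside the feature limits and 5387 without He or srp, where 25368 (the sum of its Supplementary file 3), 306 and 4978 were found here.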

Other observations

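All tests of explanations in what follows were chosen after the results they weigh were seen.

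Other splits of the samples were counted with all 12 libraries, 6 at a time. For infection in the no parasitism populations the real split gave 0 called genes, so that 10 of 10 splits gave as many, and the split that exchanges the libraries labelled infected and uninfected of C2 gave 381. For selection in uninfected larvae 2 of 10 splits gave as many as the 2 genes of the real one. The real split gave 18 genes for infection in the high parasitism populations, 2 between infected larvae and 2 for the combined comparison, and 1 of 10 splits, the real one, gave as many in each case. With 10 splits chance and a true difference cannot be told apart for any of the 5 comparisons, because the smallest share is 0.1. Splits that put the libraries of each number on both sides are 4 of the 10. For selection and for infection in the high parasitism populations the real one gave the most of these 4 (the largest other 0), while splits with both libraries of a number on one side reached 440 and 2. For LAM3 against PLASM1 exchanges of the clusters within libraries cannot decide on chance, although 1 of 100, the real one, gave as many genes, because the clusters were made from the same values.

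The slope of the constitutive on the induced change was steeper in replicate 1 than in replicate 3. The shallow control library of replicate 1 is not the cause, since with the control of replicate 3 in its place the slope of replicate 1 was 0.933. A difference between the populations stays open and was not tested.

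Between 4.68% and 53.1% of the called cells within the feature limits of a library had no UMI of He or srp. Over 11 libraries this share fell with the log10 of the median UMIs per cell (Pearson's r = -0.992 and Spearman's rho = -0.964, permutation p = 1e-05, the smallest that the permutations can give, 1 relation computed), and r was -0.986 without the 2 libraries farthest from the median. After thinning to 500 UMIs the share was 52.9% to 71.7% in every library. Depth may therefore decide how many hemocytes the filter on these markers keeps.

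IBIN rose among the most for selection and infection combined. Its level in cells was at most 0.361 of that in near-empty droplets over the 8 libraries, as for the lists of fat body, muscle and male germ line genes (at most 0.378), so that free RNA of other tissues may explain it. In the no parasitism populations it rose after infection from 0.432 ± 0.611 to 15.4 ± 5.59 TMM CPM (SD, n = 2 libraries each; log2 fold change 4.41, standard error 0.84, adjusted p = 0.202 from edgeR with Benjamini-Hochberg adjustment). Over both regimes together infected and uninfected libraries overlapped in it (exact two-sided permutation p = 0.229). That test sets aside the regimes' different levels without infection and the pairing of libraries by population. The regimes overlapped too, with at least 13.8 CPM in high and at most 16.2 CPM in no parasitism libraries. With 2 populations each they allow no exact p under 0.333. For the list of antimicrobial peptide genes the 4 infected and 4 uninfected libraries gave exact two-sided permutation p = 0.286.

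The lists of marker genes gave these levels in kept cells. In the 5 uninfected libraries other than that labelled so of C2, plasmatocyte genes were at 2934 to 9780 CPM, crystal cell genes at 3244 to 15184, male germ line genes at 14.4 to 84.3, muscle genes at 16.9 to 214, fat body genes at 36.8 to 281 and antimicrobial peptide genes at 74.8 to 1401. In the 5 infected libraries other than that labelled so of C2 they were at 2166 to 3919, 1879 to 5589, 0.135 to 14.4, 38.1 to 325, 66.2 to 385 and 184 to 1520 CPM. The library labelled infected of C2 held 1419 CPM of male germ line genes.

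Barcodes called as a cell only in another library held 3.35 to 11.3 times as many UMIs as barcodes called in none, and 5.16% to 26.3% of all UMIs of a library, the most in the library labelled infected of C2. NaPi-III was at 13.2 ± 0.628 TMM CPM in uninfected high parasitism and 1.27 ± 0.371 TMM CPM in uninfected no parasitism larvae (SD, n = 2 libraries each), and its log2 fold change for selection and infection combined was 4.55 (standard error 0.39, adjusted p = 0.00712 from edgeR with Benjamini-Hochberg adjustment). It was chosen after its values were seen, and no explanation of it was tested.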
